# GALNT3 Inhibits the Progression of Cerebral Ischemia–Reperfusion Injury by Stabilizing TREM2 via O‐GalNAc Glycosylation

**DOI:** 10.1002/cns.70828

**Published:** 2026-03-11

**Authors:** Xinyi Fei, Jinghui Yang, Rui Zhang, Yu Zhang, Shan Yu

**Keywords:** cerebral ischemia–reperfusion injury, GALNT3, M1 microglia, O‐glycosylation, TREM2

## Abstract

**Background and Objective:**

Cerebral ischemia–reperfusion injury (CIRI) is a major cause of poor outcome after ischemic stroke, and effective therapeutic targets are lacking. This study aimed to investigate the role of polypeptide N‐acetylgalactosaminyltransferase 3 (GALNT3) in CIRI.

**Methods:**

The mouse transient middle cerebral artery occlusion/reperfusion (tMCAO/R) model was established, and transcriptomic analysis of the peri‐infarct cortex was performed to screen target genes. In vivo experiments, neurological scoring and TTC staining were used to assess the effects of GALNT3 on brain injury. In vitro, microglial HMC3 cells subjected to oxygen–glucose deprivation/reoxygenation (OGD/R) were used to model CIRI and further analyze the effects of GALNT3 on macrophage polarization and inflammatory factor expression.

**Results:**

Transcriptomic analysis of the peri‐infarct cortex in the tMCAO/R model identified GALNT3 as a significantly down‐regulated gene. GALNT3 overexpression reduced infarct volume, improved neurological function, and suppressed neuronal apoptosis, oxidative stress, and neuroinflammation in tMCAO/R mice. Subsequently, GALNT3 was further demonstrated to inhibit microglial M1 polarization and down‐regulate inflammatory factors in the OGD/R model. Further mechanism investigation revealed that GALNT3, acting as a mucin type O glycosylation initiating enzyme, directly interacted with triggering receptor expressed on myeloid cells 2 (TREM2) and promoted its O GalNAc glycosylation, predominantly at serine 147, thereby enhancing TREM2 protein stability. TREM2 knockdown stimulated inflammatory responses that were inhibited by GALNT3 overexpression in OGD/R‐treated microglia.

**Conclusion:**

This study revealed a novel GALNT3/TREM2 regulatory axis that restricts neuroinflammation and injury after CIRI, highlighting GALNT3‐mediated O‐glycosylation as a potential therapeutic strategy for CIRI.

## 1 Introduction

Ischemic stroke is an important cause of severe disability and death for patients worldwide and constitutes a serious socioeconomic burden [1]. At present, the globally recognized treatment strategy is rapid blood flow reconstruction, including intravenous thrombolysis with recombinant tissue plasminogen activator and mechanical thrombolysis through intravascular intervention [2]. However, although some patients are treated promptly and achieve blood flow recirculation, the brain tissue still suffers irreversible damage, even more severe than expected damage; cerebral ischemia–reperfusion injury (CIRI) is the main cause of this condition [3].

The pathogenesis of CIRI is complex, involving a series of complex pathophysiological processes, including inflammation, oxidative stress, apoptosis, and ferroptosis [4, 5]. The microglia in the inflammatory immune response have gained widespread attention in recent years. Classically activated M1 microglia can cause neuronal dysfunction, injury, and degeneration, have strong phagocytosis and cytotoxicity, and promote the secretion of IL‐1β, IL‐6, IFN‐γ, and other inflammatory mediators as well as iNOS and ROS after polarization [6]. In addition, the role of oxidative stress in the pathogenesis of CIRI should not be ignored. Restoring blood supply to ischemic tissue, while restoring aerobic metabolism, also leads to the production of ROS, which exceeds the ability of brain tissue to neutralize ROS and leads to oxidative stress [7]. Many factors intermingle with each other in multiple aspects of the development of CIRI and are causative of each other, ultimately leading to neuronal cell death in brain tissue. Currently, no effective therapeutic measures have been established to prevent further damage caused by reperfusion.

It is well known that glycosylation plays a key role in the post‐translational modification of proteins and lipids, which can regulate the stability and activity of biomolecules. According to the chemical bonds formed between amino acid residues and sugars, glycosylation modifications can be divided into N‐glycosylation and O‐glycosylation [8, 9]. Among them, O‐GalNAcylation is one of the most common O‐glycosylation modifications, commonly found in membrane proteins and secreted proteins [10]. The initial step of O‐GalNAcylation is generally catalyzed by members of the acetylgalactosamine family [11]. Polypeptide N‐acetylgalactosaminyltransferase 3 (GALNT3, also known as GalNAc‐T3 and HFTC) is a member of the acetylgalactosamine family that transfers N‐acetylgalactosamine to the hydroxyl group of serine or threonine residue forming the Tn antigen. In addition, Guo et al. found that overexpression of GALNT3 inhibited hypoxia‐induced apoptosis in human umbilical vein endothelial cells and thereby alleviated endothelial cell injury [12]. In published studies, GALNT3 has been found to relieve vascular calcification and inhibit the secretion of inflammatory factors [13]. GALNT3 inhibits virus‐induced activation of NFκB (p65) in A549 cells, and activation of NFκB mediates M1‐type transformation in microglia in CIRI [14, 15]. The above reports suggested the potential of GALNT3 in the direction of inflammation and microglia polarization. In our mRNA‐seq results in transient middle cerebral artery occlusion/reperfusion (tMCAO/R) mice, GALNT3 expression was downregulated in the peri‐infarct cortex. Taken together, we hypothesized that GALNT3 may be involved in CIRI progression.

In the present study, we comprehensively evaluated the role of GALNT3 in CIRI and its possible molecular mechanisms by establishing in vivo tMCAO/R treated animal models and in vitro oxygen–glucose deprivation/reoxygenation (OGD/R)–induced cell models.

## 2 Materials and Methods

### 2.1 Lentivirus Infection

Lentivirus‐mediated GALNT3 overexpression or TREM2 knockdown was conducted as previously described [4]. In brief, the lentiviral vectors were constructed using the shuttle plasmids pLVX‐IRES‐puro (Fenghui Biology, China) for overexpression and pLVX‐shRNA1 (Fenghui Biology, China) for knockdown. For overexpression, the mouse GALNT3 (NM_015736) or human GALNT3 (NM_004482) coding sequences were cloned into the XhoI/NotI sites. For knockdown, the shRNA targeting human TREM2 (NM_018965) was inserted into the BamHI/EcoRI sites (target sequences for TREM2‐shRNA‐1 and TREM2‐shRNA‐2 are 5‐CTCACCATTACGCTGCGGAAT‐3′ and 5‐ATTCCGCAGCGTAATGGTGAG‐3′, and the scramble shRNA targeting 5‐TTCTCCGAACGTGTCACGT‐3′ was used as a control). Lentiviral particles were produced by co‐transfecting HEK293T cells (Cellverse, China) cultured in DMEM supplemented with 10% FBS at 60%–70% confluence. Transfection was performed using Lipofectamine 3000 (Invitrogen, USA) with 14 μg of shuttle plasmid, 10.5 μg of packaging plasmid pSPAX2 (Fenghui Biology, China), and 3.5 μg of envelope plasmid pMD2.G (Fenghui Biology, China). The viral supernatants were harvested at 48 and 72 h post‐transfection, filtered through 0.45 μm filters. Viral titers were determined as follows: Lv‐Vec, 1.8 × 10^8^ TU/mL; mouse Lv‐GALNT3, 1.5 × 10^8^ TU/mL; human Lv‐GALNT3, 1.1 × 10^8^ TU/mL; Lv‐shNC, 1.9 × 10^8^ TU/mL; Lv‐shTREM2, 1.2 × 10^8^ TU/mL. For HMC‐3 cells, a multiplicity of infection (MOI) of 40 was used.

### 2.2 Animals and Transient Middle Cerebral Artery Occlusion/Reperfusion (tMCAO/R)

Male C57BL/6 mice (8 weeks old) were housed and maintained under a 12‐h light/dark cycle with free access to food and water. All animal experiments were followed by the Ethics Committee of China‐Japan Union Hospital of Jilin University (Approval No. 2025383).

Experiment 1: The tMCAO protocol was performed following a recent report [16]. Briefly, the mouse was anesthetized, after which the skin in the neck was cut open, and a nylon suture was inserted into the internal carotid artery along the distal end of the external carotid artery. The artery was occluded for 60 min and the line was withdrawn to allow reperfusion for 24 h. The ischemic penumbra region was collected for mRNA‐seq analysis.

Experiment 2: The mice were randomly divided into four groups: Sham, tMCAO/R, tMCAO/*R* + Vecor, and tMCAO/*R* + GALNT3. One week before tMCAO/R, a total of 1 μL GALNT3 overexpressing or control lentiviruses (1 × 10^8^ TU/mL) were injected into 3 sites of ipsilateral cortex tissues. The location of the injection was as previously described [16]. The coordinates were shown as follows: point 1: 0.3 mm anterior to bregma, 3.0 mm lateral to bregma and 2.0 mm below the skull surface; point 2: 0.8 mm posterior to bregma, 3.0 mm lateral to bregma and 2.0 mm below the skull surface; point 3: 1.9 mm posterior to bregma, 3.0 mm lateral to bregma and 2.0 mm below the skull surface. One week later, mice underwent tMCAO/R surgery.

### 2.3 Verification of Model Establishment

Twenty‐four hours after the operation, the neurological function of animals was scored using the Longa scoring criteria [17]. The brain water content was further measured as reported [17]. The wet weight of the brains was first quantified. Then the brain tissue was dried in an oven at 100°C for 24 h. Cerebral edema was counted according to the formula: (wet weight − dried weight)/wet weight × 100%.

### 2.4 Cell Culture

The human microglia HMC3 cells were obtained from the Cellverse company (China). Cells were cultured with DMEM (Servicebio, China) containing 10% FBS (Tianhangbio, China) at 37°C with 5% CO_2_. Before oxygen–glucose deprivation/reoxygenation (OGD/R) modeling, the medium was changed to DMEM medium containing 5% FBS, and the experiment was conducted one day later.

For the OGD/R model, cells were cultured in RPMI 1640 medium (Solarbio, China) without FBS and placed in the chamber with 100% inert nitrogen gas until the oxygen concentration reached < 1% for 4 h. Cells were then removed from the anaerobic chamber and replaced with the DMEM medium containing 10% FBS in a normoxic environment (5% CO_2_) for 24 h.

### 2.5 Co‐IP

Co‐IP experiments were performed as described in the previous study [18]. Cell lysate was centrifuged at 10000 g for 5 min at 4°C and the resulting supernatant was collected. The samples were incubated with the target IP antibodies for 2 h at room temperature and then added to the corresponding resin (Thermo Fisher, USA) that had cured the corresponding antibodies for 2 h. After incubation, immune complexes were isolated by centrifugation and washed with washing buffer. Finally, the co‐IP was subjected to blot for further analysis using specific antibodies. The primary antibodies including TREM2 antibody (1:500, Santa Cruz, USA), Flag antibody (1:1000, ABclonal, China), HA antibody (1:1000, Affinity, China), Biotin‐VVL (1:3000, Vector Laboratories, China). The secondary antibodies including goat anti‐rabbit (1:3000, Solarbio, China) or goat anti‐mouse (1:3000, Solarbio, China).

### 2.6 *Vicia villosa* Lectin (VVL) Assay

In brief, the Tn antigen in glycoprotein was detected using Biotin‐VVL (Vector Laboratories, USA) agarose beads (Thermo Fisher Scientific, USA). Cell lysate protein (600 μg) was incubated with 4 μg biotinylated lectin at 4°C for 3 h and then incubated with 20 μL streptavidin‐agarose at 4°C for 2 h. The lectin/glycoprotein complex was collected by centrifugation (1400 rpm, 5 min). The protein was precipitated for western blot.

### 2.7 Bioinformatics Analysis

Potential interacting partners of human GALNT3 were predicted using the BioGRID database (https://thebiogrid.org). The search was performed using ‘GALNT3’ as the query gene with *Homo sapiens* as the target organism. The physical interactions from all available evidence types were included. The resulting interaction network, comprising 26 candidate proteins, was extracted for further analysis.

### 2.8 mRNA Squencing

Using the tMCAO/R model, focal cerebral ischemia was induced in male C57BL/6J mice by occluding the right external carotid artery for 60 min, followed by 24 h of reperfusion. Brain tissues from the ischemic penumbra of the ipsilateral cortex were collected from two groups: sham group (*n* = 6) and tMCAO/R group (*n* = 6). Total RNA was extracted and the RNA integrity was assessed using the Agilent 2100 Bioanalyzer. Following qualification, eukaryotic mRNA was enriched using oligo(dT)‐attached magnetic beads. The enriched mRNA was fragmented, and first‐strand cDNA was synthesized using random hexamer primers, followed by second‐strand cDNA synthesis. Library quality was assessed based on fragment size distribution and effective concentration. Qualified libraries were pooled and sequenced on an Illumina NovaSeq 6000 platform to generate paired‐end reads. The clean reads were then aligned to the reference genome (GRCm39) using HISAT2 (v2.2.1). Gene expression levels were quantified as FPKM using HTSeq (v2.0.2). Differential expression analysis between the Sham and tMCAO/R groups was performed using DESeq2 (v1.24.0). Genes with log2FC < −2 and adjp < 0.01 were considered significantly differentially expressed. The mRNA‐seq data is available in GEO under accession number GSE313863.

### 2.9 Statistical Analysis

Statistical analyses were performed via GraphPad Prism 9.5 software. All data were expressed as the mean ± SD. For animal studies: A sample size of *n* = 6 was used per group. All behavioral scoring and pathological assessments were performed by investigators who were blinded to the group allocations. For cell‐based experiments: Data are presented from *n* = 3 independent replicates per group. A two‐tailed student's *t*‐test was used to analyze the difference between two groups, and One‐way ANOVA with Tukey post hoc test was used among multiple groups. The non‐parametric data are expressed as median, and the difference was compared through the Kruskal–Wallis test. ns, nonsignificant, *p < 0.05, **p < 0.01, ***p < 0.001, or ****p < 0.001.

## 3 Results

### 3.1 Identification of Differentially Expressed Genes (DEGs) in the mRNA Seq Results

To investigate transcriptomic changes in cerebral ischemia–reperfusion injury (CIRI), we first performed mRNA sequencing on brain tissues from Sham and tMCAO/R mice. 

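The tissue sequenced was the penumbra of the cortex on the occluded side, taken from 6 tMCAO/R mice after 60 min of middle cerebral artery occlusion and 24 h of reperfusion, and from 6 Sham mice. All were described as male C57BL/6J mice of 8 weeks, a common inbred laboratory strain. Poly(A) RNA was captured with oligo(dT) beads, primed with random hexamers and sequenced in paired ends on an Illumina NovaSeq instrument. The authors aligned the reads to the mouse genome GRCm39 with HISAT2 2.2.1, counted them with HTSeq 2.0.2 and deposited FPKM values, that is, fragments per kilobase of gene scaled by the fragments of the library. Of the genes of the table, 14305 are annotated as protein-coding in GENCODE M39. The FPKM of 14314 genes came out as whole multiples of 1 fragment (within 1e-05), which gave the library totals. These ranged from 13496273 to 15808212 fragments in Sham mice (median 14417382) and from 13057288 to 14988265 in tMCAO/R mice (median 14345806).
The groups were compared with limma on log2(FPKM + 1) for the 11743 genes with at least 0.5 FPKM in at least 6 libraries. On this scale the change of a gene with low FPKM is understated. The words rose and fell are used below for genes with an adjusted p below 0.01, and DEG for those that also pass a |log2FC| of 2. The first principal component held 60.6% of the variance and separated the groups, and the second, with 17.0%, separated the library of tMCAO/R mouse 4 from the others. The median Spearman correlation of that library with the rest of its group was 0.908, against 0.964 to 0.974 for the other tMCAO/R libraries and 0.976 to 0.987 for the Sham libraries. Mitochondrial transcripts took 8.69% of its fragments, against 2.85% to 4.66% in the other tMCAO/R mice and 5.29% to 8.51% in Sham mice. Ddx3y, a gene of chromosome Y, was read at 5.49 to 12.1 FPKM in the tMCAO/R mice and was listed at 0 in every Sham mouse, and so were Eif2s3y, Kdm5d and Uty.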

The differential expression analysis (adj *p* < 0.01, |log2FC| > 2) identified a set of significantly dysregulated genes, which are displayed in the volcano plot and a clustering heatmap (Figure 1A,B). 

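Of the DEGs, 29 were higher and 30 were lower in tMCAO/R mice than in Sham mice. Cdkn1a, which encodes the cell cycle inhibitor p21 and is a target of p53, rose from 1.01 ± 0.158 FPKM in Sham mice to 12.1 ± 2.86 FPKM in tMCAO/R mice (SD, n = 6 mice each; log2FC 2.67, standard error 0.14, adjusted p = 3.5e-09, limma). Rasgef1c (log2FC 2.65), the alpha-tubulin gene Tuba1c (2.63) and Scn4b, a beta subunit of sodium channels (2.70), also rose with no overlap between the groups. Lcn2, a secreted lipocalin of reactive astrocytes, rose by 2.37 on the same scale (adjusted p = 1.4e-05).
The largest fall was that of Ttr, the main secretory transcript of the choroid plexus, from 403 ± 715 to 0.606 ± 0.962 FPKM (log2FC -6.56, standard error 0.77, adjusted p = 1.2e-05, limma). Its level differed widely among Sham mice, from 30.7 to 1844 FPKM, and with limma-voom on the whole fragments, chosen after seeing the data, its call was lost (log2FC -9.36, standard error 3.07, adjusted p = 0.0199). C1ql2, a synaptic protein of dentate granule cells, fell from 116 ± 25.0 to 2.31 ± 0.942 FPKM (log2FC -5.16, adjusted p = 4.7e-11). Other large falls were those of Fibcd1 (log2FC -3.43), the calcium-binding protein gene Cabp7 (-3.16), the hemoglobin gene Hba-a2 (-3.14), Ctxnd1 (-3.10) and Spink8 (-2.99). Rpl29, Rps18 and Rpl34 encode ribosomal proteins and fell by 4.87, 4.00 and 3.81 on the log2 scale. Of the leading rises, Tpm3-rs7 (log2FC 3.61), Eif3j2 (3.03), Hmga1b (2.91) and Rps18-ps5 (2.85) are single-exon copies at least 95% identical to a parent gene, Rps18 among these, so reads can be shared between copy and parent. The summed FPKM of copy and parent had a log2FC of 0.66 for Rps18-ps5 and Rps18, so the fall of Rps18 turned to a higher value when its copy was counted with it, and one of 1.72 for Tpm3-rs7 and Tpm3, 1.13 for Eif3j2 and Eif3j1 and 2.32 for Hmga1b and Hmga1 (not tested).
With no threshold on the fold change, 2085 genes rose and 2095 fell. The 6 Sham and 6 tMCAO/R values did not overlap for 3172 of the tested genes (27.0%, against 0.216% by chance) and for 55 of the 59 DEGs. The number of DEGs followed the scale: log2(FPKM + 0.1) gave 116 higher and 122 lower, and limma-voom on the fragments gave 214 and 257 among 13897 genes. Without tMCAO/R mouse 4 the counts were 28 and 31, with 23 of the 29 higher and 29 of the 30 lower DEGs kept. Without tMCAO/R mouse 1, 19 genes were higher.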

In this study, we mainly focused on differentially expressed down‐regulated genes. 

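Markers of the hippocampus fell in tMCAO/R mice. Of 12 such genes, listed before the data were examined, 11 fell and none rose (11 adjusted over the list alone), and 5 were lower DEGs: C1ql2, Fibcd1, Lct, Prox1 and Spink8, where 0.0307 would be expected by chance (one-sided Fisher's exact test, adjusted p = 1.9e-09). As a set they were lower than other genes (camera, adjusted p = 6.7e-10; adjusted p = 0.12 with an estimated correlation). Lct and Prox1 were named here after their values were seen.
Of 20 genes of myelinating oligodendrocytes, 14 fell and none rose (16 fell adjusted over the list alone). Among them, Mbp, which encodes myelin basic protein, fell from 263 ± 115 to 95.8 ± 29.4 FPKM (SD, n = 6 mice each; log2FC -1.40, adjusted p = 5.4e-04, limma), and Opalin and Trf fell by 1.91 and 1.71 on the log2 scale. Of 17 tested subunits of cytochrome c oxidase, the last complex of the respiratory chain, 9 fell and none rose (11 fell adjusted over the list alone), with Cox5b and Cox7a2l at a log2FC of -1.05 and -1.01. These genes are short, and short genes were lower in general: the median log2FC of the subunits was -0.72, that of the 100 genes nearest to each in length -0.25, and 15 of the 17 lay below these neighbours (median difference -0.27, a comparison chosen after seeing the data and not tested). Red cell genes fell in 5 of 6 cases (6 adjusted over the list alone), including Hbb-bs (log2FC -1.70). Camera called these 3 sets lower, with an adjusted p of 7.5e-07, 4.4e-04 and 0.0187 in this order, and each had an adjusted p = 0.661 with an estimated correlation.
Microglial genes were lower as well. Of 16 homeostatic microglia genes, 8 fell and 1 rose (8 and 2 adjusted over the list alone), with Olfml3 at a log2FC of -1.10 and Gpr34 at -0.83 (camera, adjusted p = 0.0048; adjusted p = 0.60 with an estimated correlation). Choroid plexus genes fell in 3 of 6 tested cases and ependymal genes in 3 of 7, and neither set passed the test, with the same counts adjusted over the list alone (camera, adjusted p = 0.0668 and 0.0835). Striatal genes went the other way: 11 of 12 rose (12 adjusted over the list alone), among them Drd1 (log2FC 1.70) and Penk (1.94), and camera called the set higher (adjusted p = 2.2e-04; adjusted p = 0.661 with an estimated correlation). Genes of the cortical layers rose in 7 of 14 cases and fell in 1, also when adjusted over the list alone, with Tbr1 at 1.57, Lamp5 at 1.89 and Neurod6, which hippocampal neurons also express, at -1.69 (camera, adjusted p = 0.0255; adjusted p = 0.60 with an estimated correlation and 0.0659 with a minimum mean of 1 FPKM, where the call was lost).

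**Figure D1:**
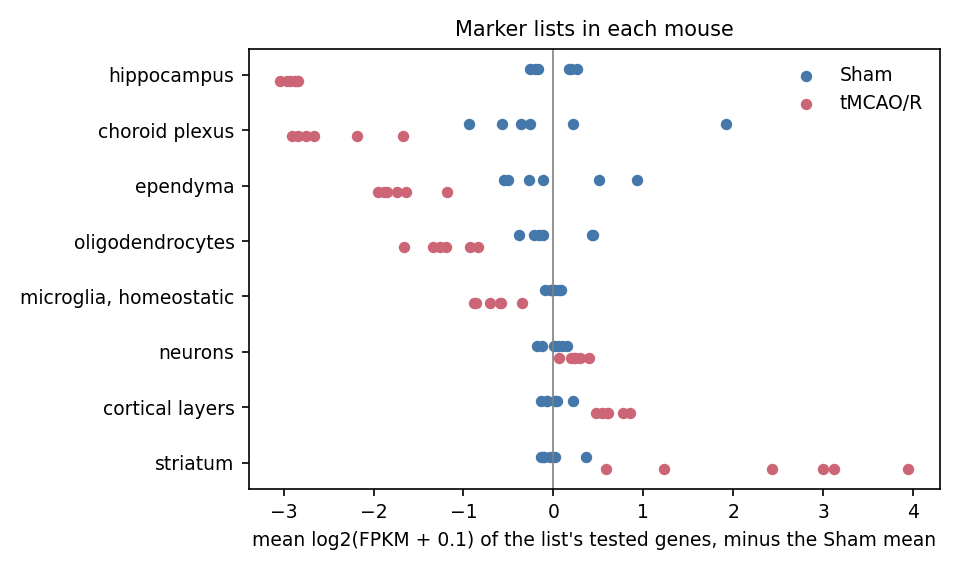
Mean log2(FPKM + 0.1) of the tested genes of 8 marker lists, minus the Sham mean of the list, with 1 point per mouse. The hippocampal score lay between -3.03 and -2.84 in the 6 tMCAO/R mice, and the striatal score between 0.58 and 3.95.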

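Enzymes that build glycans moved in both directions in tMCAO/R mice. Of 10 tested enzymes that extend or cap O-GalNAc chains, 2 rose and 3 fell (2 and 3 adjusted over the list alone). St6galnac5, a brain sialyltransferase, fell from 30.6 ± 3.73 to 9.55 ± 2.03 FPKM (SD, n = 6 mice each; log2FC -1.59, standard error 0.13, adjusted p = 3.85e-07, limma), and St6galnac3 fell by 0.64 on the log2 scale. Of 20 enzymes of other O-glycosylation, 4 rose and none fell (3 rose adjusted over the list alone), with the O-mannosyltransferase Tmtc1 at a log2FC of 0.86 and the Notch-modifying enzyme Lfng at 0.86. Of 23 genes of N-glycan assembly, 3 rose and 2 fell (3 and 2 adjusted over the list alone), with Alg10b at 0.95 and Dad1 at -0.77. None of these 3 sets differed from other genes (camera, adjusted p = 0.873, 0.668 and 0.895), and none of their members was a lower DEG. For O-GalNAc extension the median log2FC was 0.04 and the mean -0.07, and for N-glycan assembly -0.00 and 0.02.
Few secreted inflammatory ligands were read high enough to be tested. Of 29 cytokines and chemokines, 13 were in the table and 4 were tested, of which Csf1 (log2FC -0.52) and Il18 (-0.52) fell, also when adjusted over the list alone, and Csf1 lost its call with the replicate number as a block. Il33, an alarmin that astrocytes and oligodendrocytes release, was a lower DEG and fell from 14.3 ± 3.16 to 2.44 ± 1.14 FPKM (log2FC -2.19, adjusted p = 6.8e-07, limma). Among 10 tested genes of NF-kappa B feedback and its targets, 2 rose, Nfkbia (log2FC 1.29), which encodes the inhibitor of NF-kappa B, and Tnip1 (0.50), whose call was lost with no minimum, with a smaller pseudocount and with limma-voom on fragments, and 1 fell (1 and 0 adjusted over the list alone; camera, adjusted p = 0.595). The lists stand in for Gene Ontology terms, which were not used here.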

As shown in Figure 1C, the genes with decreased expression were generally enriched in the collagen‐containing extracellular matrix, secretory granule, and were closely related to biological processes or molecular functions such as cytokine‐mediated signaling pathway, glycoprotein metabolic process, cytokine binding, and carbohydrate binding. In addition, KEGG analysis showed that these genes were significantly associated with 15 pathways including ECM‐receptor interaction and cytokine‐cytokine receptor interaction (Figure 1D). It is well known that the inflammatory response is a central pathological event in CIRI [19]. 

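Ligands of matrix receptors moved in both directions in tMCAO/R mice. Of 21 tested collagens, laminins and matrix glycoproteins, 8 rose and 4 fell (9 and 5 adjusted over the list alone), and with limma-voom on the whole fragments, chosen after seeing the data, 9 rose and 7 fell among 38. Col4a1, a collagen of the vascular basement membrane, rose from 2.05 ± 0.275 to 5.81 ± 1.51 FPKM (SD, n = 6 mice each; log2FC 1.13, standard error 0.14, adjusted p = 1.5e-05, limma), and the neural matrix protein Tnr rose by 0.75 on the log2 scale. Thbs4, a thrombospondin, fell from 5.86 ± 1.37 to 0.914 ± 0.613 FPKM (log2FC -1.88, adjusted p = 5.5e-06), and Vtn, which encodes vitronectin, fell by 0.78 on the log2 scale. Of 23 tested cytokine receptors, 4 rose and 7 fell, also when adjusted over the list alone. Among these, Il6ra rose (log2FC 0.45, adjusted p = 1.2e-04).
Neither set differed from other genes (camera, adjusted p = 0.319 for the matrix ligands and 0.763 for the receptors). Among the 30 lower DEGs, none was a matrix ligand. Among the 257 lower DEGs of limma-voom on the fragments, 3 were matrix ligands (one-sided Fisher's exact test, adjusted p = 0.251) and 4 were cytokine receptors (adjusted p = 0.0604). The lists stand in for the KEGG pathways, which were not used here.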

Post‐ischemic inflammation rapidly activates microglia, and particularly M1 polarization exacerbates neuronal injury and promotes CIRI progression [20, 21, 22]. O‐glycosylation is one of the most common post‐translational modifications, regulating protein stability and participating in inflammatory regulation [23, 24]. Therefore, our research focus lies at the intersection of glycosylation and CIRI. O‐GalNAcylation, one of the most prevalent O‐glycosylation modifications, is initiated by members of the GALNT family [10, 11]. 

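Members of the GALNT family, which attach the first GalNAc to serine or threonine, did not move together in tMCAO/R mice. Of 15 tested members, 4 rose and 5 fell (4 and 6 adjusted over the list alone; camera, adjusted p = 0.98), with a median log2FC of 0.14 and a mean of -0.06. With limma-voom on the whole fragments, chosen after seeing the data, 4 rose and 6 fell among 17, and the median was -0.26. Galnt15 (log2FC 1.00), Galnt13 (0.77), Galnt1 (0.50) and Galnt11 (0.39) rose. Galnt6, Galnt17 (log2FC -1.05), Galnt9 (-0.80), Galnt18 (-0.58) and Galnt16 (-0.45) fell. The call of Galnt18 was lost with no minimum and with a smaller pseudocount, and that of Galnt11 with the replicate number as a block. Galnt2, Galnt4, Galnt7, Galnt10, Galnt14 and Galntl6 had an adjusted p above 0.01, and Galnt3 and Galnt12 lay below the FPKM minimum of the test. The most abundant members in Sham mice were Galnt9 at 21.5 ± 3.56 FPKM and Galnt16 at 15.3 ± 1.52 FPKM (SD, n = 6 mice).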

As shown in Figure 1E, in the pathways related to glycosylation, GALNT3 and GALNT6 are significantly enriched. Using the criteria for screening differentially expressed genes, we found that both GALNT3 and GALNT6 were significantly downregulated in the peri‐infarct cortex of tMCAO/R mice. 

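Both genes were lower in every tMCAO/R mouse than in any Sham mouse. Galnt3, which lies on chromosome 2 of GRCm39 from 65913110 to 65955482 on the minus strand and has 11 exons, was at 0.585 ± 0.151 FPKM in Sham mice and 0.117 ± 0.0425 FPKM in tMCAO/R mice (SD, n = 6 mice each). Galnt6, on chromosome 15 from 100587797 to 100627258 on the minus strand with 12 exons, was at 2.47 ± 0.862 and 0.504 ± 0.301 FPKM. Few fragments lay behind the values of Galnt3, 32 to 73 per library in Sham mice and 4 to 14 in tMCAO/R mice, against 245 to 545 and 22 to 154 for Galnt6.
On log2(FPKM + 1), Galnt6 had a log2FC of -1.20 (standard error 0.16, adjusted p = 3.4e-05, limma) and so fell without passing the |log2FC| of 2. From the Sham level of either gene, even a fall to 0 stays short of 2 on this scale. Galnt3 lay below the minimum of 0.5 FPKM in 6 libraries, where its difference was -0.50, and it fell when no minimum was set (adjusted p = 2.5e-05, limma). On log2(FPKM + 0.1) the differences were -1.65 for Galnt3 and -2.18 for Galnt6, each with p = 0.00216 in a two-sided exact permutation test, the smallest that 6 mice against 6 allow. With limma-voom on the whole fragments, chosen after seeing the data, both passed the thresholds of a DEG, Galnt3 with a log2FC of -2.33 (standard error 0.36, adjusted p = 1.1e-04) and Galnt6 with -2.42 (0.35, 6.5e-05). Oligodendrocyte genes, among which Galnt6 is not listed, had a median log2FC of -1.12 on log2(FPKM + 1) and -1.39 on fragments in the same mice, and neuronal genes one of 0.25 and 0.26.

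**Figure D2:**
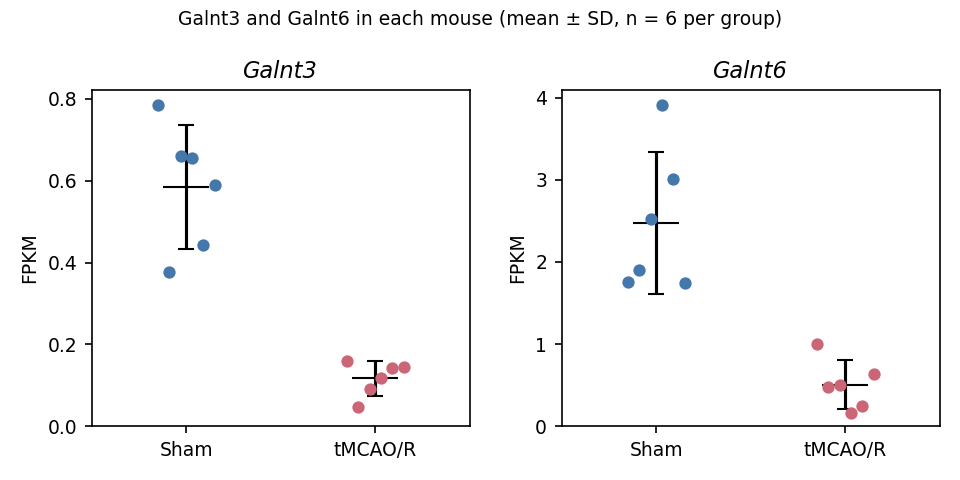
FPKM of Galnt3 and Galnt6 in each of the 12 mice, with 1 point per mouse, the group mean as a line and the SD as bars. The highest tMCAO/R values lie below the lowest Sham values, which are 0.378 FPKM for Galnt3 and 1.75 FPKM for Galnt6.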

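The falls of Galnt3 and Galnt6 were set against each other through the ratio of both genes within each mouse. The log2 ratio of Galnt3 to Galnt6, with 0.1 FPKM added to each, was -1.88 ± 0.568 in Sham mice and -1.35 ± 0.77 in tMCAO/R mice (SD, n = 6 mice each). Its rise of 0.53 did not exceed the spread between mice (p = 0.208, two-sided exact permutation test). The added 0.1 FPKM lies close to the level of Galnt3 in tMCAO/R mice and so understates its fall more than that of Galnt6. With whole fragments, chosen after seeing the data, the difference was 0.14 (p = 0.792, same exact test). Adding 0.5 FPKM, which lies above most Galnt3 values, gave 0.77 (p = 0.0173, same exact test). The log2 ratio of the mean FPKM in tMCAO/R mice to that in Sham mice, with nothing added and also chosen after seeing the data, was -2.32 for Galnt3, and its difference from that of Galnt6 was -0.02. With limma-voom on fragments and without tMCAO/R mouse 4, the log2FC was -2.35 for Galnt3 (standard error 0.37) and -2.16 for Galnt6 (0.32). A trial on the fragments of DESeq2, the tool the paper used, and of edgeR was also chosen after seeing the data. It gave the paper's order with nearly equal falls, but its values are not given here. The order of the falls thus changed with the setting, and apart from the ratio with 0.5 FPKM added no difference between the genes was shown to exceed the error.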

Given that GALNT3 showed a slightly greater degree of downregulation, and it was reported to have anti‐inflammatory effects and to inhibit microglial polarization [13, 14, 15]. Therefore, we prioritized the functional exploration of GALNT3 and hypothesized that GALNT3 might play a role in improving neural injury in CIRI.

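Other genes that the paper draws beside both enzymes in Fig. 1E were lower in tMCAO/R mice as well. Ntf3, which encodes neurotrophin-3, fell from 2.19 ± 0.19 to 0.336 ± 0.277 FPKM (log2FC -1.28, adjusted p = 1.1e-06, limma). Naprt, an enzyme of NAD synthesis, fell by 1.12 on the log2 scale (adjusted p = 4.7e-06), the fucosyltransferase gene Sec1 by 0.99 (1.5e-04) and the sulfotransferase gene Chst9 by 0.91 (1.5e-06). None of the 4 passed the |log2FC| of 2 on log2(FPKM + 1). From their Sham levels Ntf3, Naprt and Chst9 could not reach it even by a fall to 0. With limma-voom on the fragments the log2FC of the 4 genes lay between -4.66 and -2.08. Col2a1, at 0.236 ± 0.0793 FPKM in Sham mice and 0.026 ± 0.0177 in tMCAO/R mice, and Mapk13, at 0.0946 ± 0.0792 and 0.02 ± 0.00395, lay below the minimum, and Mapk13 was also too low for limma-voom on the fragments. From the slightly greater downregulation it reports for GALNT3, and from earlier reports of anti-inflammatory effects of this enzyme and of its inhibition of microglial polarization, the paper proposes as a hypothesis that GALNT3 has a part in improving neural injury in CIRI.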

**FIGURE 1:**
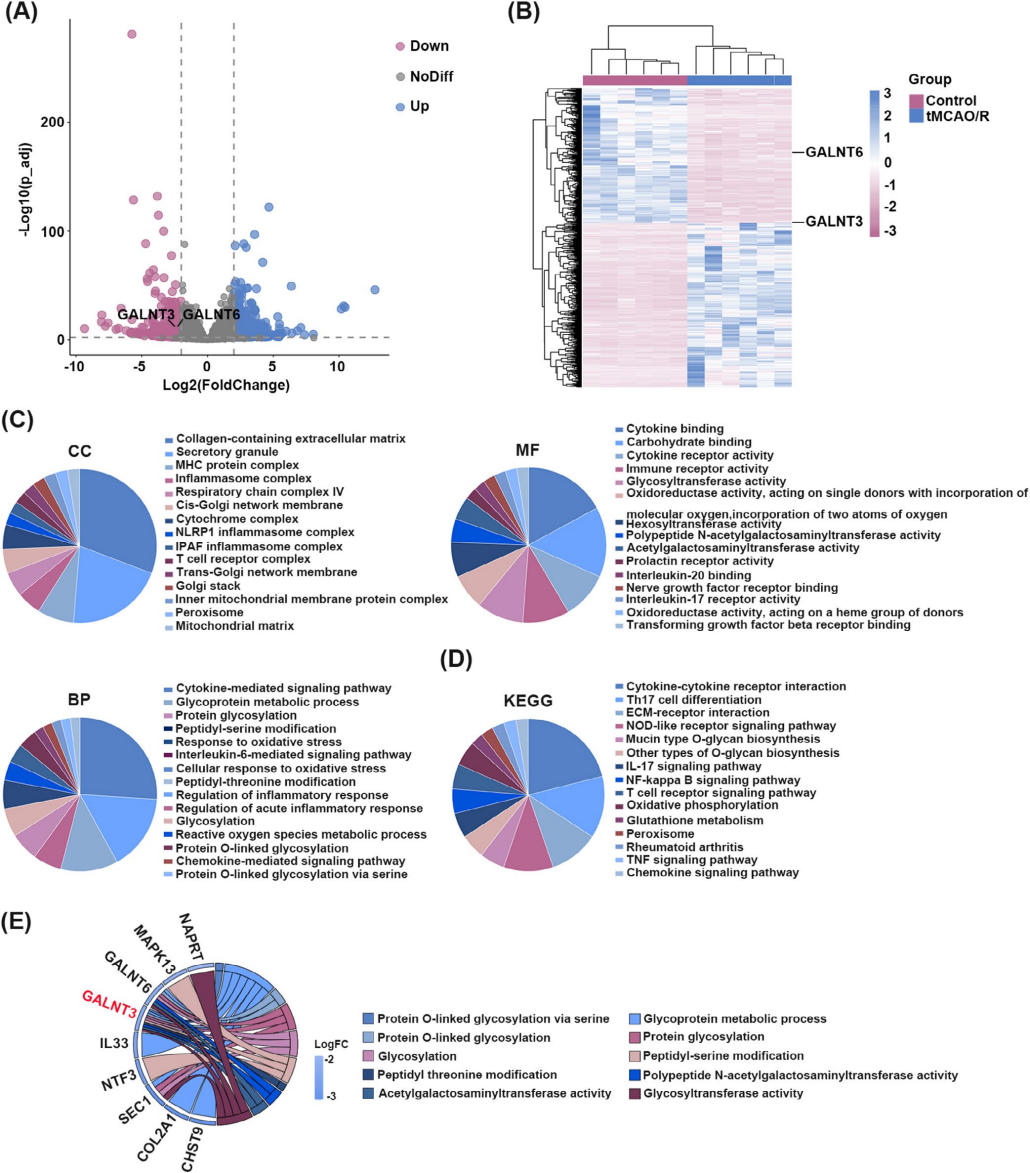
Identification of differentially expressed genes (DEGs) in the mRNA seq results. (A) Volcano plots of DEGs in Sham and tMCAO/R samples in mRNA seq results. DEGs were selected by adjp < 0.01 and log_2_FC > 2 or log2FC < −2. (B) Clustering heatmap of significantly changed DEGs. (C) The GO enrichment analysis of down‐regulated DEGs in three categories (Biological process, Molecular function, and Cell component). (D) The KEGG enrichment analysis of down‐regulated DEGs. (E) The chord diagram showed the DEGs enriched in GO terms. FC, fold change; GO, gene ontology; KEGG, kyoto encyclopedia of genes and genomes.

### 3.2 GALNT3 Helps Ameliorate Neurological Impairment in tMCAO/R‐Treated Mice

To determine whether GALNT3 affects brain injury during CIRI, C57BL/6 mice were injected with GALNT3 overexpressing or control lentivirus in the right ventricle one week before tMCAO/R surgery (Figure 2A). As shown in Figure 2B, compared with the Sham group, GALNT3 was inhibited in the peri‐infarct cortex tissues of tMCAO/R mice, but this phenomenon was reversed by overexpression of GALNT3. In addition, lentivirus‐mediated overexpression of GALNT3 in microglia of tMCAO/R mouse brain tissue was further verified by immunofluorescence double staining (Figure 2C). The results of Longa scoring on the mouse model showed that tMCAO/R led to decreased neurological function, but GALNT3 overexpression partially restored neural function (Figure 2D). Furthermore, we found that tMCAO/R induced more severe brain edema (Figure 2E) and infarct size (Figure 2F). However, GALNT3 overexpression largely reversed these phenomena. Taken together, these results suggested that GALNT3 helped ameliorate neurological impairment in tMCAO/R‐treated mice.

**FIGURE 2:**
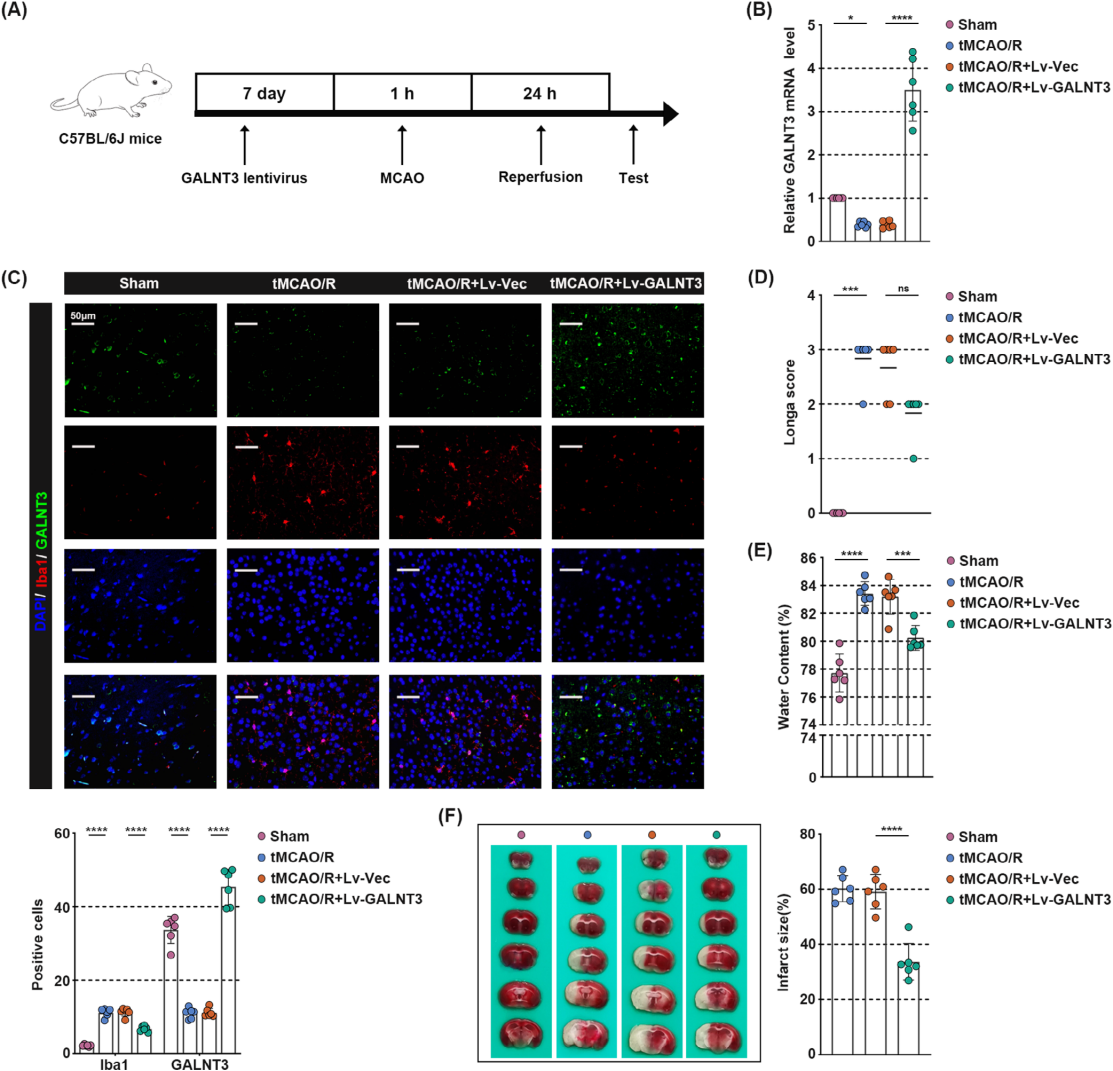
GALNT3 helps ameliorate neurological impairment in tMCAO/R‐treated mice. (A) The schematic diagram of the tMCAO/R model experimental design. (B) The relative mRNA level of GALNT3 in the peri‐infarct cortex was detected by qPCR. (C) The coimmunostaining results of Iba‐1 (red) and GALNT3 (green) in the peri‐infarct cortex. (Scale bar, 50 μm). (D) The Longa score of mouse among different groups. (E) Assessment of brain tissue water content. (F) The results of the TTC staining, the red part represents no infarction and the white part represents infarction (left panel). The percentage histogram of infarct volume among different groups (right panel). Data are shown as mean ± SD. *n* = 6 per group. *p < 0.05, ***p < 0.001, ****p < 0.0001.

### 3.3 GALNT3 Inhibits Neuronal Apoptosis and Oxidative Stress in tMCAO/R Mice

We further evaluated the role of GALNT3 on neuronal apoptosis and oxidative stress in tMCAO/R mice. Generally, neuronal degeneration often occurs in the early stages of CIRI [25]. We examined the effect of GALNT3 on neuronal degeneration in the ischemic penumbra of tMCAO/R mice using FJC staining. We found that FJC fluorescence intensity was significantly increased in the tMCAO/R group compared with the sham‐operated group, but significantly decreased after GALNT3 treatment (Figure 3A). In addition, overexpression of GALNT3 inhibits neuronal apoptosis to a certain extent (Figure 3B). Accumulating studies have shown that reperfusion leads to highly deleterious ROS production, generating oxidative stress, which contributes to the majority of ischemia–reperfusion brain injuries [26, 27]. We found by DHE staining that GALNT3 overexpression reversed the overproduction of ROS caused by tMCAO/R treatment (Figure 3C). Our data also showed that malondialdehyde (MDA) accumulation in tMCAO/R mice was positively correlated with the degree of oxidative stress, but GALNT3 significantly suppressed this trend (Figure 3D). In addition, tMCAO/R treatment resulted in a decrease in glutathione (GSH)/oxidized glutathione (GSSG) ratio and superoxide dismutase (SOD) activities, but GALNT3 restored these values (Figure 3E,F). Overall, our data suggested that GALNT3 inhibited neuronal apoptosis and oxidative stress in tMCAO/R mice.

**FIGURE 3:**
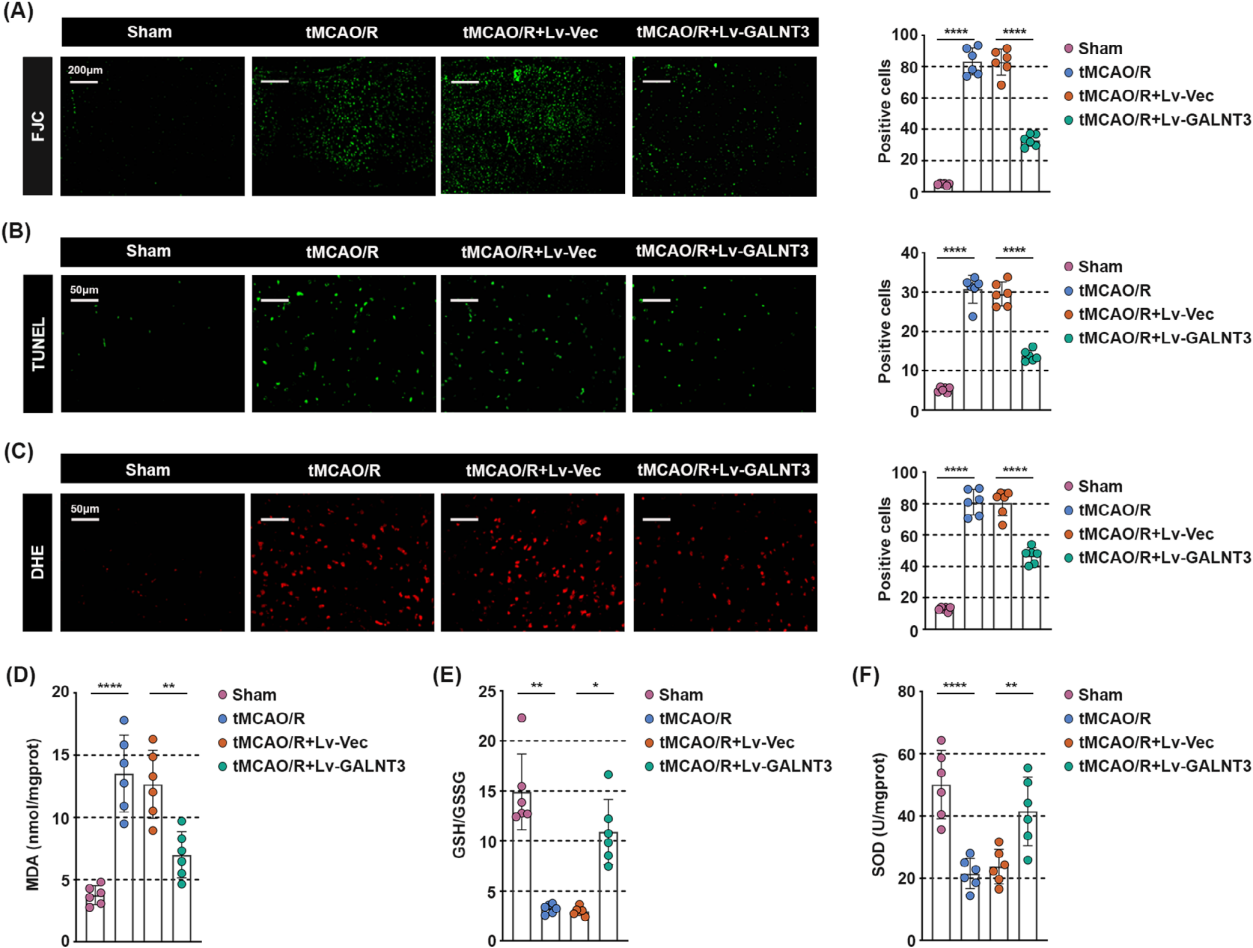
GALNT3 inhibits neuronal apoptosis and oxidative stress in tMCAO/R mice. (A) Degenerating neurons were measured by FJC staining. (Scale bar, 200 μm). (B) The immunostaining results of TUNEL in the peri‐infarct cortex. (Scale bar, 50 μm). (C) The production of ROS was detected by DHE staining. (Scale bar, 50 μm). (D‐F) The level of MDA, GSH/GSSG, and SOD was detected by Kits, respectively. Data are shown as mean ± SD. *n* = 6 per group. *p < 0.05, **p < 0.01, ****p < 0.0001.

### 3.4 GALNT3 Inhibits Inflammation and Microglial M1 Polarization in tMCAO/R Mice

The role of GALNT3 on inflammation and microglial M1 polarization in CIRI progression was further determined. Specifically, we studied levels of CD16/32, iNOS, TNF‐α, and IL‐6, which are markers of microglia M1 activation and brain tissue inflammation. As shown in Figure S1A, GALNT3 significantly inhibited the increase of CD16/32 fluorescence intensity in the tMCAO/R treated mouse infarction tissue. A similar trend was also seen in the expression of iNOS, another M1‐type microglia marker (Figure S1B). Finally, we examined the effect of GALNT3 on CIRI‐induced inflammation. As shown in Figure S1C, the levels of IL‐6 and TNF‐α were significantly elevated after CIRI injury, but GALNT3 overexpression inhibited the expression of these inflammatory factors. In summary, our results indicated that GALNT3 inhibited inflammation and microglial M1 polarization in tMCAO/R mice.

### 3.5 GALNT3 Inhibits Inflammatory Response and M1 Polarization in Oxygen–Glucose Deprivation/Reoxygenation (OGD/R)‐induced Microglia

To further confirm the involvement of GALNT3 in CIRI, we exposed microglia HMC‐3 cells to OGD/R to simulate ischemic injury in vivo. The infection efficiency of GALNT3 overexpressing lentivirus was first verified by qPCR and western blot, respectively (Figure 4A,B). In addition, GALNT3 expression was suppressed in OGD/R‐treated HMC‐3 cells compared with normal cells, but this was reversed by GALNT3 overexpression (Figure 4C). We then evaluated the M1‐polarization and inflammatory response of microglia in vitro. As shown in Figure 4D,E, the expression of CD16/32 and iNOS was significantly up‐regulated in OGD/R‐treated microglia, but was inhibited by the overexpression of GALNT3. In addition, GALNT3 reduced the increase in IL‐6 and TNF‐α levels caused by OGD/R stimulation, which was consistent with the trend reflected in vivo results (Figure 4F,G). To further confirm the functional necessity of GALNT3, we knocked down GALNT3 in HMC‐3 cells using shRNA (Figure S2B). In OGD/R‐treated cells, GALNT3 knockdown further enhanced the expression of the M1 markers CD16/32 and iNOS (Figure S2C–D) and promoted the release of IL‐6 and TNF‐α (Figure S2E), indicating that loss of GALNT3 exacerbates inflammatory responses and M1 polarization. Overall, our results demonstrated that GALNT3 inhibited inflammatory response and M1 polarization in OGD/R‐induced microglia.

**FIGURE 4:**
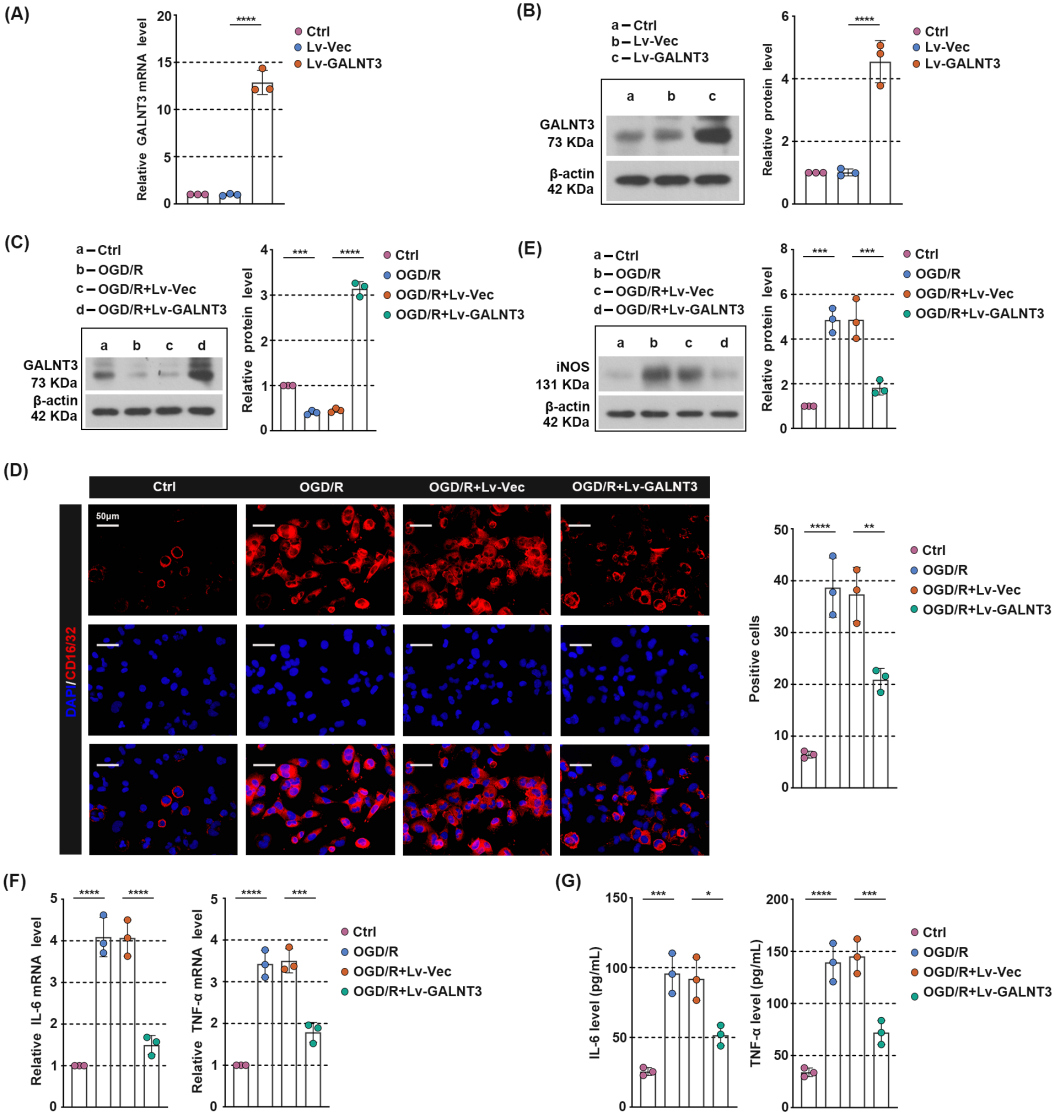
GALNT3 inhibits inflammatory response and M1 polarization in oxygen–glucose deprivation/reoxygenation (OGD/R)‐induced microglia. (A, B) The HMC‐3 cells were infected with GALNT3 overexpression or control lentivirus, and the expression of GALNT3 was detected by qPCR and western blot after 48 h. (C) Western blot analysis of GALNT3 in cells of each group. (D) The immunostaining of CD16/32 in the cells. (Scale bar, 50 μm). (E) Western blot analysis of iNOS in cells of each group. (F) The relative mRNA level of IL‐6 and TNF‐α was detected by qPCR. (G) The level of IL‐6 and TNF‐α in the supernatant was detected by ELISA. Data are shown as mean ± SD. *n* = 3 per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 3.6 GALNT3 Promotes the O‐GalNAc Glycosylation of TREM2 Protein

The pathway through which GALNT3 affects CIRI is unknown. It is well known that GALNT3 acts as a mucin‐type O‐glycosylation initiating enzyme that can initiate O‐GalNAcylation modification and thus affect downstream protein stability [28]. In this study, we first examined the occurrence of O‐GalNAcylation modification in microglia. As shown in Figure 5A, GALNT3 overexpression induced the Tn antigen (VVL) expression in OGD/R‐treated cells, indicating increased global O‐GalNAcylation. On this basis, our analysis of the BioGRID database revealed the existence of 26 proteins that may interact with GALNT3 (Figure 5B). Among these factors, Triggering Receptor Expressed on Myeloid cells 2 (TREM2) caught our attention. TREM2 is an immune receptor expressed mainly in microglia and alleviates CIRI progression by inhibiting microglia M1 polarization [29]. Therefore, we hypothesized that GALNT3 may alleviate CIRI progression by promoting TREM2 glycosylation modification and protein stability. To confirm the physical interaction between GALNT3 and TREM2, we co‐transfected HMC‐3 cells with GALNT3‐HA and TREM2‐Flag plasmids and performed co‐immunoprecipitation using an anti‐FLAG antibody. As shown in Figure 5C, GALNT3 was efficiently co‐precipitated with TREM2. We further performed a Co‐IP using the antibody against endogenous TREM2 to validate this interaction under more physiological conditions. Consistent with Figure 5C, GALNT3 was also precipitated by anti‐TREM2 antibody, confirming the specificity and robustness of the GALNT3‐TREM2 interaction (Figure 5D). Since VVL can bind to unmodified O‐GalNAc residues with high affinity, we further assessed whether GALNT3 affects O‐GalNAc glycosylation of TREM2 by VVL pull down experiments. As shown in Figure 5E, GALNT3 promoted the O‐GalNAc glycosylation modification of TREM2. Subsequently, we found that GALNT3‐mediated O‐GalNAc glycosylation of TREM2 promoted the stability of TREM2 protein to a certain extent by Co‐IP combined with VVL blotting (Figure 5F). We further found the presence of 3 O‐GalNAc glycosylation sites in TREM2 by NetOGlyc database prediction, so we generated Flag‐tagged constructs in which each candidate O‐glycosylation site (S147A, S158A, and S160A) was replaced, and then transfected these constructs as well as the Flag‐tagged TREM2^WT^ plasmids into HMC‐3 cells and detected the TREM2 O‐glycosylation sites by immunoprecipitation combined with VVL blotting. As shown in Figure 5G, the VVL expression was most significantly down‐regulated in cells transfected with Flag‐TREM2^(S147A)^, suggesting that S147A may be the O‐glycosylation site of TREM2. After treatment with the protein synthesis inhibitor actinomycin ketone (CHX), we further examined the stability of the TREM2 protein at different time points. We found that overexpression of GALNT3 promoted TREM2 protein stability, but the half‐life of TREM2 protein was shortened in cells transfected with Flag‐TREM2^(S147A)^, suggesting that GALNT3‐mediated O‐glycosylation of TREM2 at the S147A site promotes the protein stability of TREM2 (Figure 5H). In summary, these data suggested that O‐glycosylation at specific sites by GALNT3 is likely to be important for the stabilization of the TREM2 protein.

**FIGURE 5:**
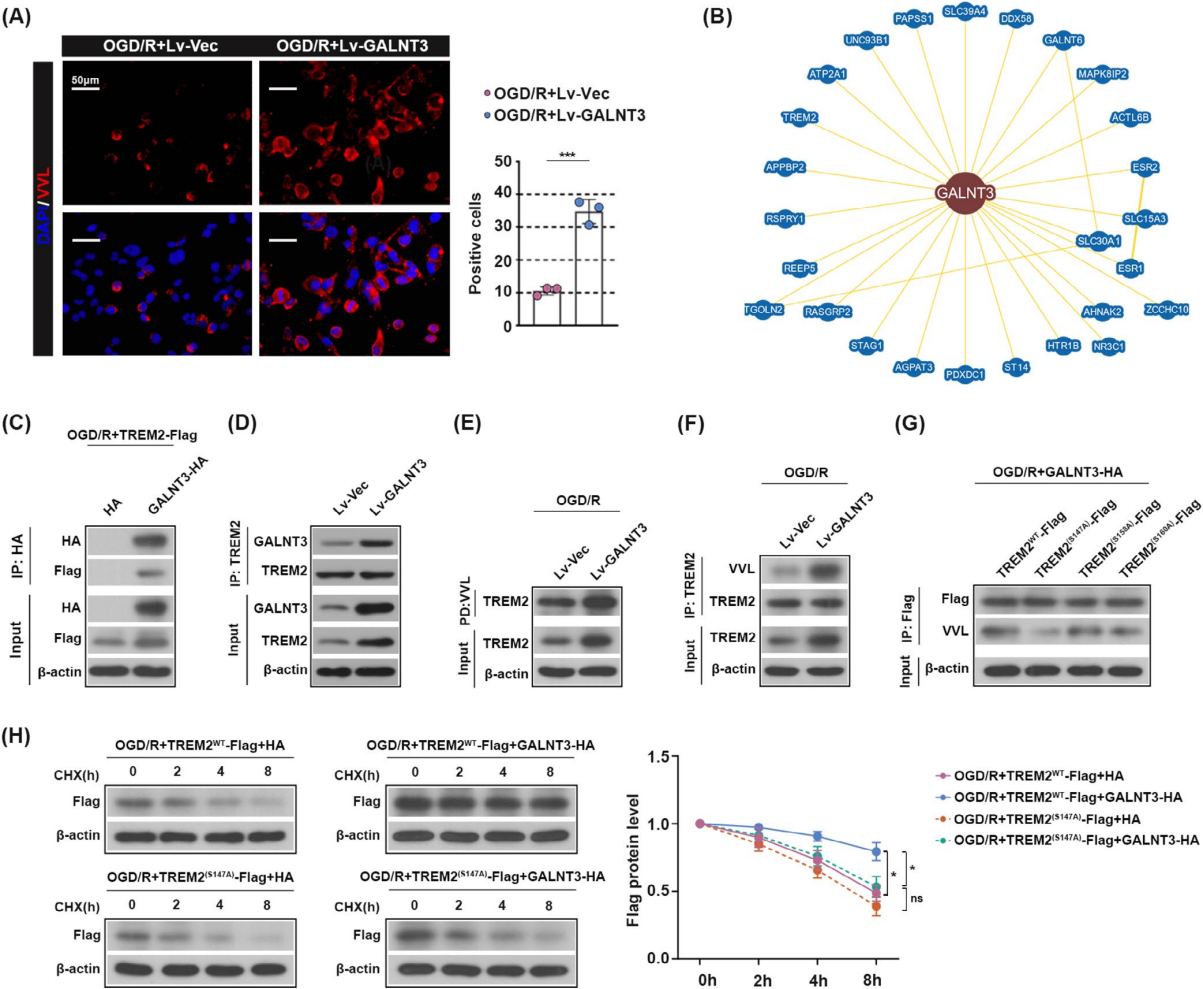
GALNT3 promotes the O‐GalNAc glycosylation of TREM2 protein. (A) The immunostaining of Tn antigen (VVL, red) in the cells. (Scale bar, 50 μm). (B) The PPI network diagram of GALNT3 interacting protein from the BioGRID database. (C) The cells were co‐transfected with the GALNT3‐HA overexpression plasmid and the TREM2‐FLAG overexpression plasmid. After 48 h of transfection, the OGD/R model was established, and Co‐IP was used to detect the binding situation of GALNT3 and TREM2. (D) The interaction between GALNT3 and TREM2 was assessed by Co‐Immunoprecipitation (Co‐IP) using an anti‐TREM2 antibody for immunoprecipitation. (E) The effect of GALNT3 on the O‐GalNAc glycosylation of TREM2 was detected by the VVL pulldown assay. (F) Co‐IP combined with VVL blotting assay to detect whether GALNT3 mediates O‐GalNAc glycosylation of TREM2. (G) HMC‐3 cells were co‐transfected with GALNT3‐HA overexpression plasmid and TREM2^WT^‐Flag or TREM2 ^(S147A, S158A, S160A)^‐Flag overexpression plasmid and the OGD/R model was constructed 48 h later. The O‐glycosylation sites of TREM2 were detected by Co‐IP combined with VVL blotting assay. (H) HMC‐3 cells were co‐transfected with GALNT3‐HA overexpression plasmid and TREM2^WT^‐Flag or TREM2 ^(S147A)^‐Flag overexpression plasmid. After transfection for 48 h, OGD/R model was constructed and incubated with 20 μg/mL Cycloheximide (CHX) for 0, 2, 4, 8 h. The expression of TREM2 in cells was detected by western blot using anti‐Flag antibody. Data are shown as mean ± SD. *n* = 3 per group. *p < 0.05, ***p < 0.001. Co‐IP Co‐Immunoprecipitation; VVL, vicia villosa lectin.

### 3.7 GALNT3 Mediates M1 Polarization of Microglia by Up‐Regulating the Expression of TREM2 Protein

Finally, we verify the contribution of TREM2 to the action of GALNT3. We first validated the knockdown efficiency of TREM2 in HMC‐3 cells; infection with TREM2‐targeting lentivirus significantly reduced both mRNA and protein levels of TREM2 compared to the control lentivirus (Figure S2A). Next, GALNT3 overexpressing lentivirus and/or TREM3 knockdown lentivirus were co‐infected with HMC‐3 cells, and the expression of TREM2 and iNOS in the cells was detected after OGD/R treatment. As shown in Figure 6A,B, GALNT3 overexpression was accompanied by an increase in TREM2 expression, which also led to the downregulation of iNOS expression, but this trend was reversed by shTREM2. In addition, knockdown TREM2 partially restored the expression of the M1‐type microglia marker CD16/32 caused by GALNT3 overexpression (Figure 6C). Changes in IL‐6 and TNF‐α expression were further evaluated. As shown in Figure 6D, GALNT3 overexpression significantly upregulates the expression of IL‐6 and TNF‐α, but TREM2 knockdown suppresses the expression of these factors. Taken together, these findings suggested that GALNT3 was involved in CIRI progression by mediating TREM2 expression.

**FIGURE 6:**
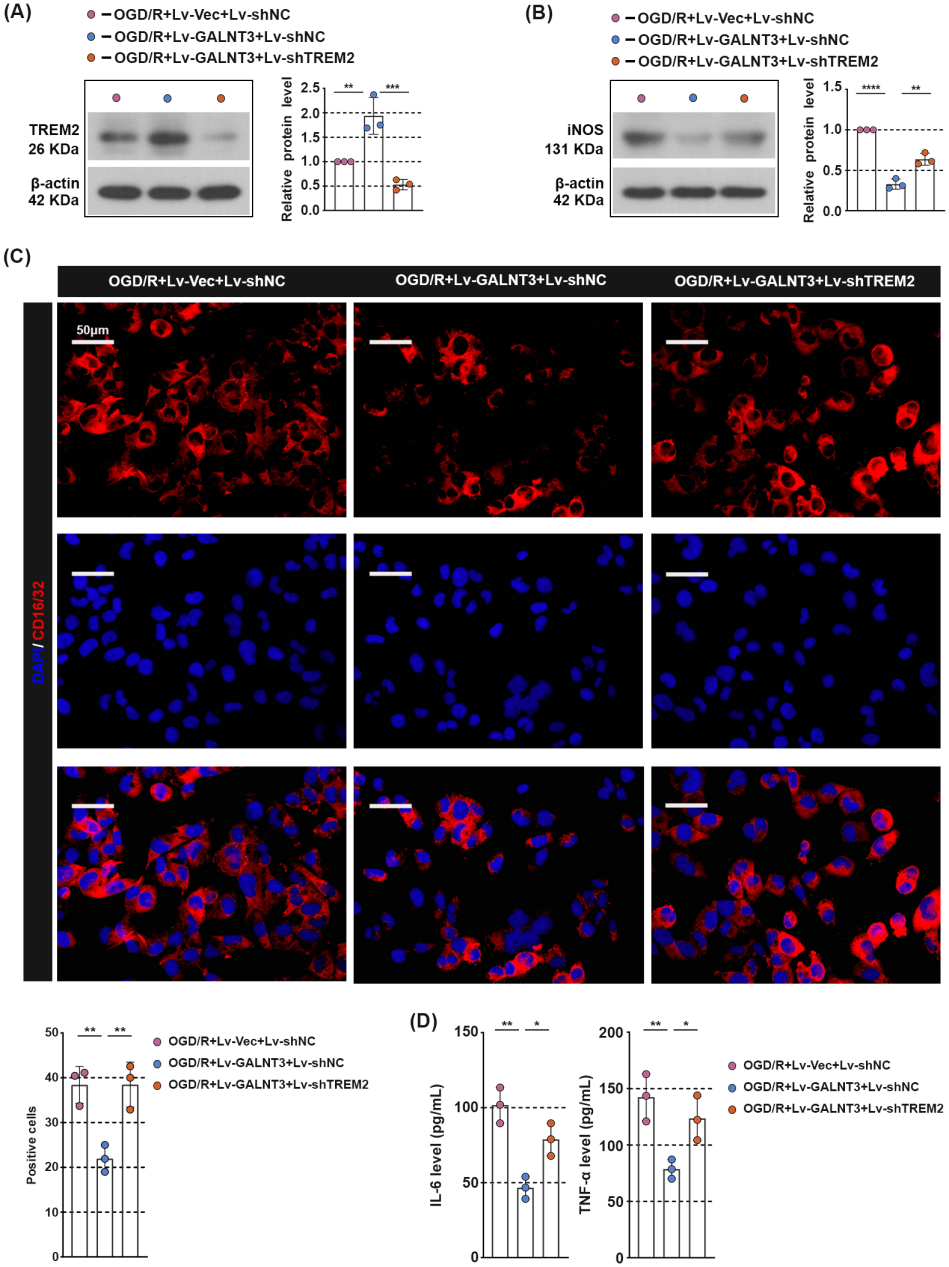
GALNT3 mediates M1 polarization of microglia by up‐regulating the expression of TREM2 protein. (A, B) The HMC‐3 cells were infected with TREM2 knockdown or control lentivirus, and the expression of TREM2 and iNOS was detected by western blot after 48 h. (C) The immunostaining of CD16/32 in the cells. (Scale bar, 50 μm). (D) The level of IL‐6 and TNF‐α in the supernatant was detected by ELISA. Data are shown as mean ± SD. *n* = 3 per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 4 Discussion

In this study, we focused on the neuroprotective effect of GALNT3 against CIRI and its potential mechanisms. Current data suggested that GALNT3 is beneficial to alleviate neurological deficits, inhibit oxidative stress, and the activation of M1 microglia in the course of disease. From the measured concentrations of inflammatory cytokines, we confirmed that GALNT3 treatment significantly inhibited levels of IL‐8 and TNF‐α. Our results showed that GALNT3 may be a novel therapeutic target for CIRI and that this is related to the regulation of TREM2 protein stability.

Generally speaking, reperfusion after vascular recanalization aggravates the destruction of structure and metabolic dysfunction of cells, which further leads to reperfusion injury on top of ischemic injury [30]. This ischemia–reperfusion process leads to a series of pathophysiological changes, including cellular oxidative stress, inflammatory response, and apoptosis, ultimately leading to brain tissue dysfunction and cell death [31]. With all of these events, various molecular changes occur that may affect recovery. To investigate how GALNT3 interferes with CIRI neural function injury and the corresponding mechanism of action, we conducted a series of experiments. In the tMCAO/R experimental model, we observed impaired neurological function, increased infarct area as well as cerebral edema in mice, which is consistent with previous reports [17, 18, 19, 20, 21, 22, 23, 24, 25, 26, 27, 28, 29, 30, 31, 32]. However, mice receiving GALNT3 overexpression treatment showed significant improvement in neurological function, suggesting that GALNT3 is likely to play a neuroprotective role during CIRI.

Oxidative stress plays a crucial role in CIRI, mainly because a large number of ROS are produced during reperfusion, and the imbalance between ROS generation and ROS clearance can lead to aggravated oxidative stress damage of CIRI [33]. Some antioxidants, such as resveratrol and vitamin C, have been found to prevent brain damage in vitro [34, 35]. In addition, accumulating studies have shown increased MDA content and decreased SOD activity in brain tissue of tMCAO/R rats. This suggests the presence of significant oxidative stress in the tMCAO/R model. Our data also confirmed this, and at the same time, we found that GALNT3 can inhibit oxidative stress and regulate MDA and SOD levels in the brain tissue of cerebral ischemic mice. The inflammatory cascade response also occurs during CIRI, when inflammatory cells are activated, releasing inflammatory factors that affect the brain, and activated microglia are the most common manifestations [36, 37]. Microglia are resident immune cells of the central nervous system that continuously monitor the brain microenvironment under normal conditions, and studies have shown that they rapidly activate within minutes of cerebral ischemia. Activated microglia are generally defined as either classically activated (type M1) or alternatively activated (type M2), with type M1 microglia functioning predominantly in the early stages of stroke onset to release proinflammatory factors as a proxy for neurological injury [38, 39]. Our findings are consistent with these studies that the number of M1‐type microglia in the cerebral infarcted tissues of tMCAO/R‐treated mice was proliferated and accompanied by the upregulation of the expression of the pro‐inflammatory factors TNF‐α and IL‐1β. In addition, a similar phenomenon was observed in OGD/R‐treated HMC‐3 cells. These data undoubtedly indicated the positive role of GALNT3 in inhibiting oxidative stress and inflammatory response of M1 microglia.

Next, we focus on the downstream regulatory proteins of GALNT3. TREM2 is an innate immune surface receptor belonging to the immunoglobulin superfamily, which is expressed in the brain mainly in microglia, has been extensively implicated in neuroinflammation and neurodegenerative diseases [40, 41]. TREM2 has been found to play a key role in regulating the inflammatory response and phagocytosis of cellular debris in the central nervous system, thereby exerting neuroprotective effects in various CNS pathologies [42, 43, 44]. In the context of cerebral ischemia–reperfusion injury, Wu et al. reported that TREM2 alleviates neuroinflammation by inhibiting M1 microglial polarization and reducing the release of pro‐inflammatory cytokines such as TNF‐α and IL‐1β [29]. Consistent with these findings, our study confirms that TREM2 plays a protective role in CIRI by restraining microglial activation and inflammatory cascades. Through BioGRID database analysis, we identified a potential interaction between GALNT3 and TREM2, which was subsequently validated by co‐immunoprecipitation assays. Importantly, we provided experimental evidence that GALNT3 catalyzes O‐GalNAcylation of TREM2, predominantly at serine 147, as demonstrated by lectin pulldown and site‐directed mutagenesis. This modification significantly enhances TREM2 protein stability, as evidenced by prolonged half‐life in the presence of GALNT3 overexpression, whereas mutation of the S147 site accelerates TREM2 degradation. To our knowledge, this is the first report linking GALNT3‐mediated O‐glycosylation to TREM2 stabilization, offering a mechanistic explanation for how TREM2 protein levels may be regulated under ischemic stress. Finally, we found that positive regulation of TREM2 by GALNT3 inhibited the M1‐type polarization and inflammatory response of microglia after OGD/R stimulation by performing a series of rescue experiments, which provided sufficient evidence for us to rationalize that GALNT3 exerts neuroprotective effects in CIRI. Importantly, we further investigated the downstream signaling mechanism through which the GALNT3/TREM2 axis exerts its anti‐inflammatory effects. Existing literature indicates that TREM2 inhibits microglial inflammation by suppressing the PI3K/NF‐κB pathway, and GALNT3 has similarly been shown to attenuate vascular inflammation via blocking TNFR1/NF‐κB signaling [13, 14, 15, 16, 17, 18, 19, 20, 21, 22, 23, 24, 25, 26, 27, 28, 29, 30, 31, 32, 33, 34, 35, 36, 37, 38, 39, 40, 41, 42, 43, 44, 45], In alignment with these reports, our experimental data revealed that GALNT3 overexpression significantly suppressed tMCAO/R‐induced phosphorylation of NF‐κB p65 in vivo (Figure S3A). Moreover, in OGD/R‐treated microglia, the inhibitory effect of GALNT3 on p65 activation was abolished upon TREM2 knockdown (Figure S3B). These findings collectively suggested that NF‐κB signaling may serves as a key downstream effector of the GALNT3/TREM2 axis in regulating microglial polarization and inflammatory responses during CIRI.

Beyond elucidating the downstream effects of GALNT3, our study also raises the question of why GALNT3 expression is suppressed under ischemic conditions. Based on the pathological process of CIRI, we speculate that its downregulation may be related to oxidative stress‐mediated transcriptional suppression. The occurrence of CIRI is typically accompanied by oxidative stress and excessive ROS generation. Oxidative stress has been shown to reduce the DNA‐binding activity of key transcription factors such as AP‐1, along with downregulating c‐Fos and c‐Jun protein expression [46, 47]. Given that these transcription factors are known to regulate genes involved in glycosylation and inflammatory responses, it is plausible that oxidative stress during CIRI inhibits GALNT3 transcription through similar mechanisms. Future studies investigating the transcriptional regulation of GALNT3 under ischemic stress will help validate this hypothesis and further clarify the upstream events in this pathway. In addition, although we recognize that incorporating human brain tissue data would significantly strengthen the translational relevance of our findings, the acquisition of such samples from patients with acute cerebral ischemia poses substantial ethical, logistical, and practical challenges, including the need for invasive procedures and stringent regulatory approvals. In future work, we will actively pursue clinical translation by evaluating the therapeutic potential of modulating the GALNT3/TREM2 axis in relevant patient populations. Finally, our experimental observations were limited to the acute phase (24 h post‐reperfusion) of CIRI. In future studies, we plan to systematically investigate the temporal expression pattern of GALNT3 and its downstream signaling across extended reperfusion periods, which will help clarify whether GALNT3 exerts transient or sustained effects on neuroinflammation, microglial polarization, and neurological recovery, thereby better defining its potential as a time‐sensitive therapeutic target.

## 5 Conclusion

Our findings collectively demonstrate that GALNT3 exerts significant neuroprotective effects against cerebral ischemia–reperfusion injury by enhancing the O‐GalNAc glycosylation and protein stability of TREM2, predominantly at serine 147. This GALNT3‐mediated post‐translational modification suppresses microglial M1 polarization, reduces the release of pro‐inflammatory cytokines, and attenuates oxidative stress and neuronal apoptosis. The identified GALNT3/TREM2 regulatory axis provides a novel mechanistic insight into the modulation of neuroinflammation following ischemic stroke and highlights GALNT3‐targeted O‐glycosylation as a promising therapeutic strategy for mitigating reperfusion‐associated brain damage.

## Author Contributions

Xinyi Fei and Jinghui Yang designed the study and wrote the manuscript. Rui Zhang and Yu Zhang performed experiments and analyzed data. Xinyi Fei provided technical support and assisted with data interpretation. Shan Yu revised the manuscript. All authors reviewed and approved the final manuscript.

## Funding

The authors have nothing to report.

## Ethics Statement

All procedures involving animal experiments were performed with consent from the Ethics Committee of China‐Japan Union Hospital of Jilin University (Approval No. 2025383).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** Supporting Information.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: GALNT3 Inhibits the Progression of Cerebral Ischemia–Reperfusion Injury by Stabilizing TREM2 via O‐GalNAc Glycosylation
**Source:** CNS Neurosci Ther. 2026 Mar 11;32(3):e70828. doi: 10.1002/cns.70828
**Supplement:** Supplementary file 1 — Data S1: Supporting Information.

Supplementary materials

## Materials and methods

### *qPCR assay*

Briefly, total RNA was isolated using TRIzol reagent (BioTeke, China), following the supplier’s protocol, and the concentration was determined using the UV spectrophotometer (Thermo, USA). cDNA was obtained by reverse transcribing RNA with the All-in-One First-Strand SuperMix (Magen, China). qPCR was performed on the Pangaea 3 fluorescence quantifier (Aperbio, China) using the SYBR Green Kit (Solarbio, China). The relative expression levels were analyzed using the 2^– ΔΔ CT^ method and β-actin expression was used to normalize the data. The primer information is shown as below: GALNT3 (mus), forward 5’-CTTCTGGCAAGCCGTTTA-3′ and reverse 5’-TTCAGGTGGTCGGGTGT-3′; IL-6 (mus), forward 5’-TAACAGATAAGCTGGAGTC-3′ and reverse 5’-TAGGTTTGCCGAGTAGA-3′; TNF-α (mus), forward 5’-ACAGAAAGCATGATCCGCGA-3′ and reverse 5’-TTGCTACGACGTGGGCTAC-3′; GALNT3 (homo), forward 5’-CCACCACCAGTGTCATA-3′ and reverse 5’-TAGCATCATCCACCAAA-3′; IL-6 (homo), forward 5’-GTCCAGTTGCCTTCTCCC-3′ and reverse 5’-GCCTCTTTGCTGCTTTCA-3′; TNF-α (homo), forward 5’-CGAGTGACAAGCCTGTAGCC-3′ and reverse 5’-TGAAGAGGACCTGGGAGTAGAT-3′.

### *Immunofluorescence staining*

Formaldehyde-fixed cells were incubated with 0.1% tritonX-100 (Beyotime, China) for 30 min and then blocked with BSA for 15 min. Cells were incubated with primary antibodies Tn antibody (1:100, Affinity, China), CD16/32 antibody (1:100, Proteintech, China) overnight at 4 °C. Cells were washed 3 times in PBS, then incubated with Cy3–conjugated goat anti-mouse IgG (1: 200, Proteintech, China) or Cy3–conjugated goat anti-rat IgG (1: 200, Abcam, UK) for 60 min. To stain cell nuclei, cells were incubated with DAPI (Aladdin, China). Images were obtained under the fluorescence microscope.

Paraffin-embedded tissue samples were cut into 5 μm thick sections. Sections were removed from paraffin with xylene and dehydrated with a series of graded ethanol. Samples were added to antigen repair solution and further incubated with BSA for 15 min at room temperature. Then sections incubation was done at 4 °C overnight with anti-Iba1 (1:200, Abcam, UK), anti-CD16/32 (1:100, Proteintech, China), anti-GALNT3 (1:100, CST, USA). Sections were further treated for 90 min with CY3 or FITC-conjugated IgG (1:200, Proteintech, China). Finally, sections were observed under the fluorescence microscope.

### *Determination of MDA, GSH/GSSG, and SOD*

Brain tissue was collected from mice. After rinsing and weighing, it was homogenized in 9 volumes of normal saline using a grinder. After centrifugation at 2500 rpm for 10 min, the supernatant was collected for determination. The activities of malondialdehyde (MDA), GSH/GSSG, and superoxide dismutase (SOD) were measured using assay kits (cat# A003, Nanjing Jiancheng, China), (cat# E-BC-K097-M, Elabscience, China), (cat# A001, Nanjing Jiancheng, China), respectively.

### *Enzyme-linked immunosorbent assay*

The brain tissue samples were added with 9 volumes of normal saline, centrifuged at 2500 rpm for 10 min, and the supernatant was taken for determination. Cell samples were centrifuged at 300×g for 10 min to remove sediment and then tested. The levels of IL-6 and TNF-α were determined using commercially available ELISA kits (Cat: EK206, EK106 (human); EK182, EK282 (mouse); Liankebio, China). The optical density was measured at 450 nm using a microplate reader (BIOTEK, USA).

### *Western blot assay*

The brain tissue and cell samples were harvested using RIPA buffer (Proteintech, China) and quantified by the BCA Protein assay kit (Proteintech, China). The SDS-PAGE (Proteintech, China) electrophoresis was used to detach the proteins, which were then transferred to PVDF (Thermo Fisher Scientific, USA). Next, the sealing solution (Proteintech, China) was used to block the membranes. Membranes were further immunoblotted with primary antibodies and secondary antibodies. Finally, the bands were visualized using ECL luminol (China, China). The primary antibodies including iNOS antibody (1:1000, Zenbio, China), GALNT3 antibody (1:2000, GeneTex, USA), TREM2 antibody (1:500, Santa Cruz, USA), NF-κB p65 antibody (1:10000, Zenbio, China), p-p65^(Ser536)^ antibody (1:10000, Zenbio, China). The secondary antibodies include goat anti-rabbit (1:10000, Proteintech, China) or goat anti-mouse (1:10000, Proteintech, China).

### *Fluoro-Jade C staining*

Degenerating neurons were evaluated by Fluoro-Jade C staining (Solarbio, China). In brief, brain sections were removed from paraffin with xylene and dehydrated with ethanol. Sections were incubated with potassium permanganate for 10min and Fluoro-Jade C was added for 20 min. Finally, images were captured with a fluorescence microscope.

### *DHE staining*

The OCT-embedded brain tissue samples were cut into slices 10 μm thick, rinsed with distilled water, then incubated with DHE reagent (1:100, Macklin, China) in dark light for 30 min. Slices were further added with an anti-fluorescence quencher. The staining effect was observed under the fluorescence microscope.

### *2, 3, 5-Triphenyl-2H-tetrazolium chloride (TTC) staining*

After model establishment, the brain tissue was collected and frozen at -20 °C for 2h. Brains were sliced into six consecutive sections and placed in 1% TTC solution at 37°C, and stained for 20 minutes in a dark environment. Slices were then removed for imaging and the infarct size was quantified.

## Figures

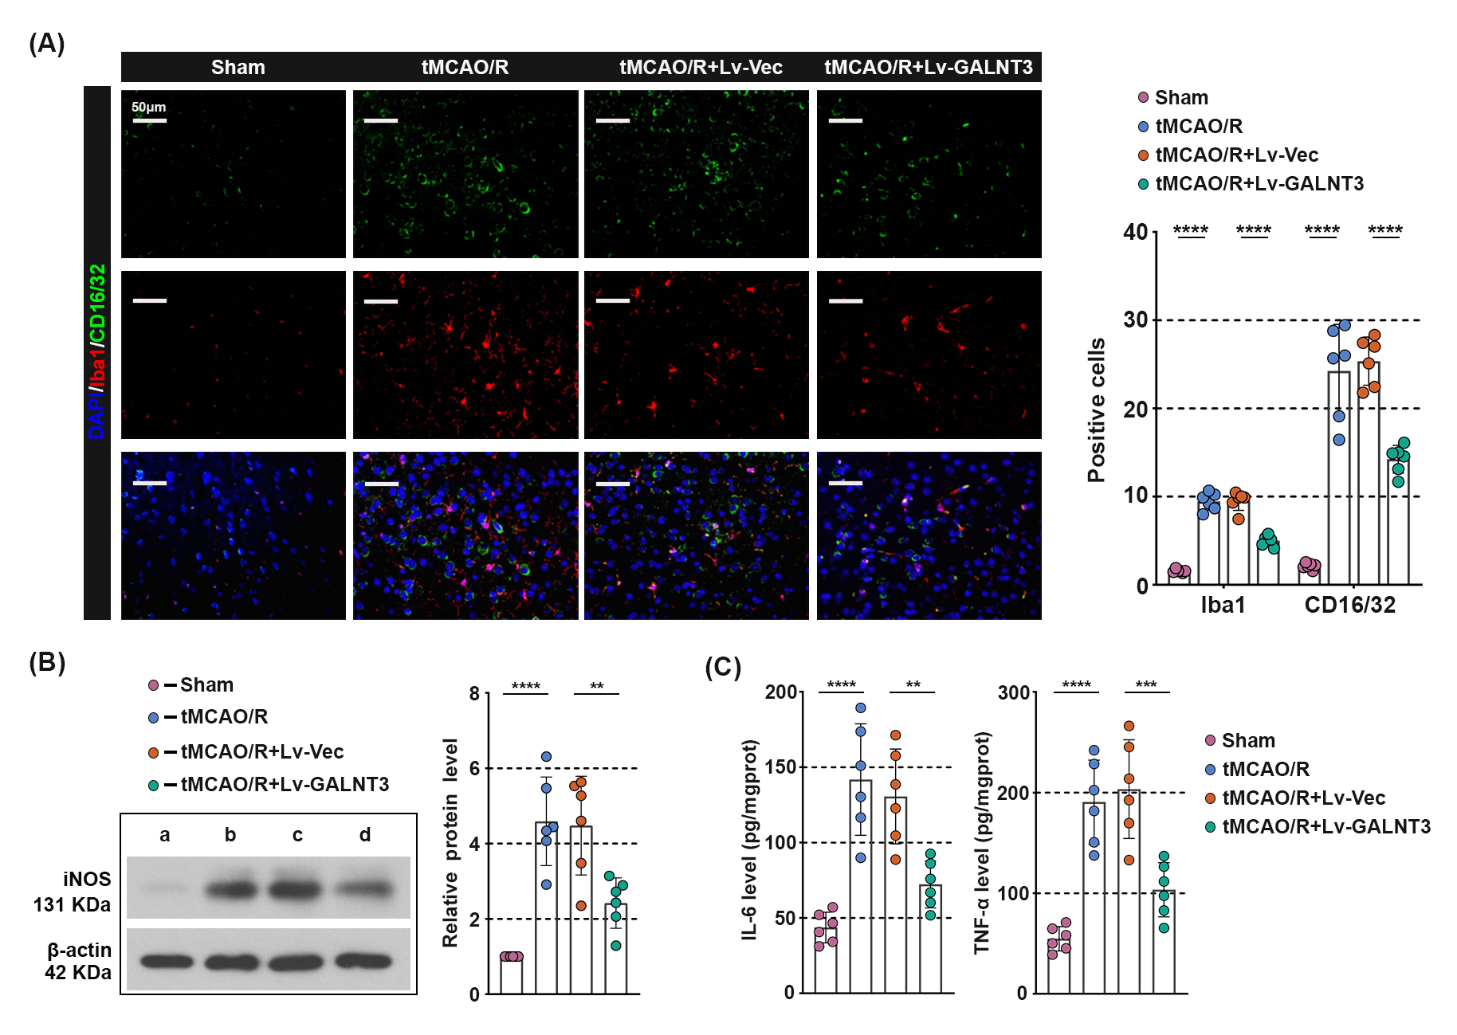

**Fig. S1** **GALNT3 inhibits inflammation and microglial M1 polarization in tMCAO/R mice.** (A) The coimmunostaining results of Iba1 (red) and CD16/32 (green) in the peri-infarct cortex. (scale bar, 50 μm). (B) The protein expression of iNOS in the peri-infarct cortex was detected by western blot. (C) The level of IL-6 and TNF-α was detected by ELISA. Data are shown as mean ± SD. n=6 per group. ^**^*p*<0.01, ^***^*p*<0.001, ^****^*p*<0.0001.

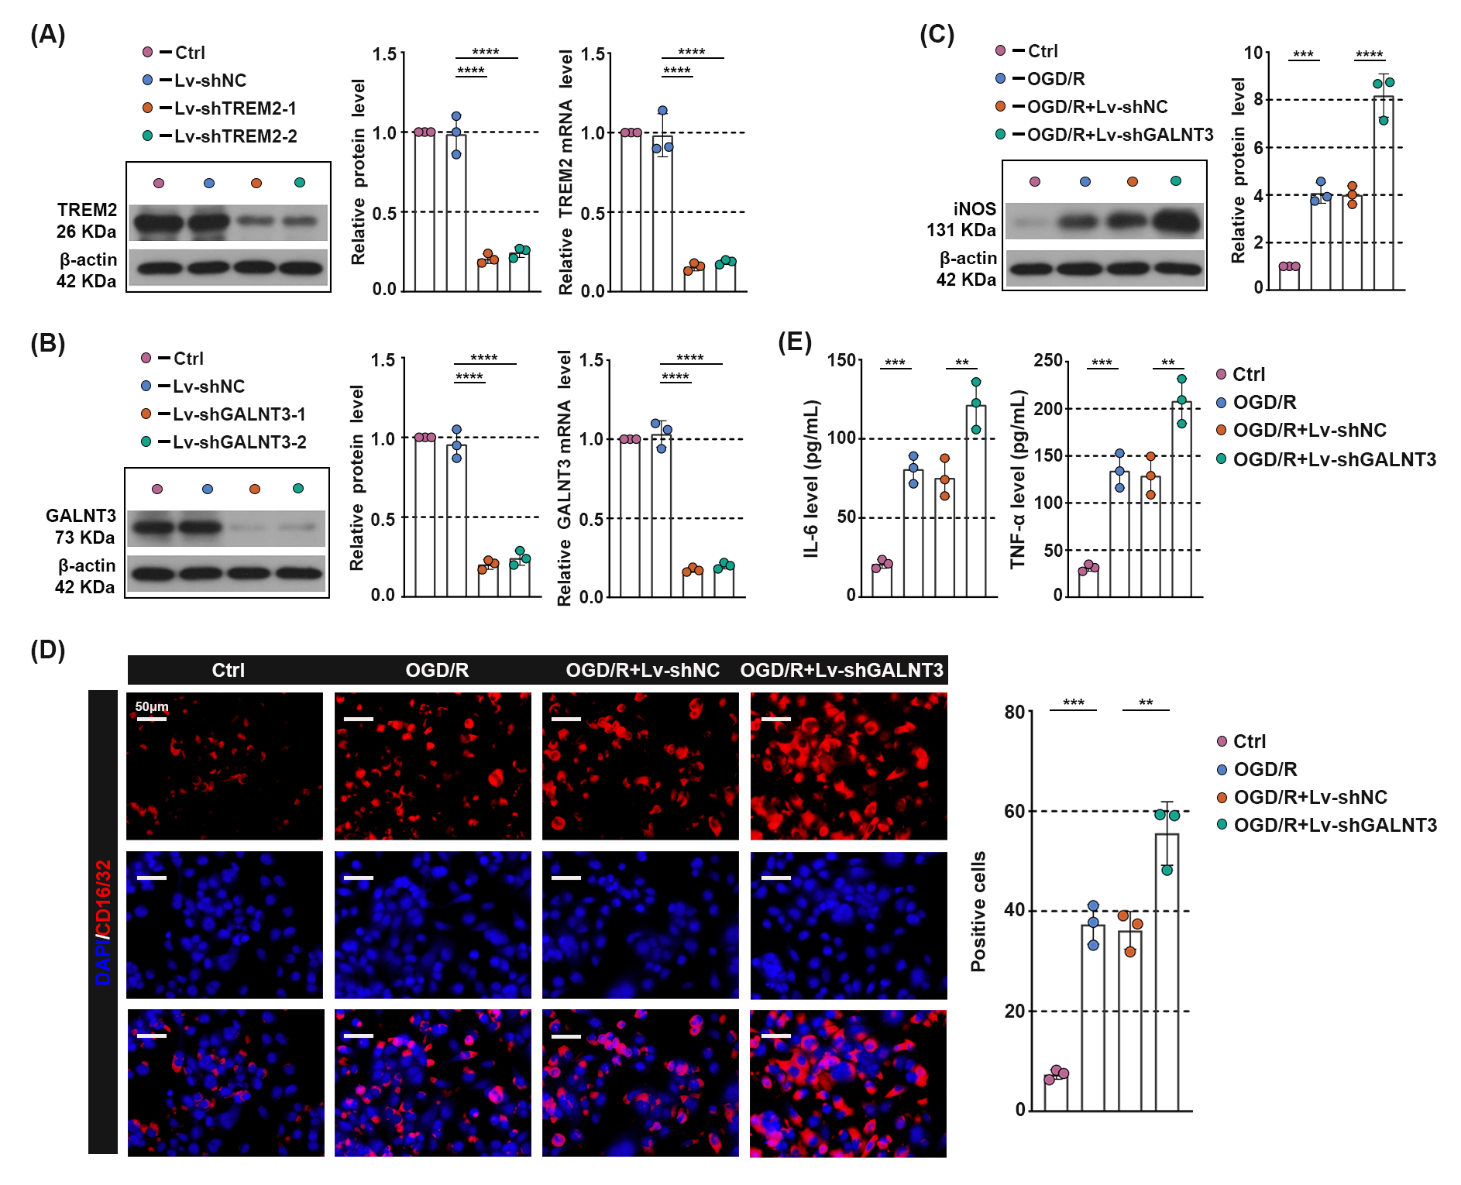

**Fig. S2 GALNT3 knockdown promotes inflammatory response and M1 polarization in OGD/R-induced microglia.** (A) The HMC-3 cells were infected with TREM2 knockdown or control lentivirus, and the expression of TREM2 was detected by qPCR and western blot after 48h. (B) The HMC-3 cells were infected with GALNT3 knockdown or control lentivirus, and the expression of GALNT3 was detected by qPCR and western blot after 48h. (C) Western blot analysis of iNOS in cells of each group. (D) The immunostaining results of CD16/32 in the cells. (Scale bar, 50 μm). (E) The level of IL-6 and TNF-α in the supernatant was detected by ELISA. Data are shown as mean ± SD. n=3 per group. ^**^*p*<0.01, ^***^*p*<0.001, ^****^*p*<0.0001.

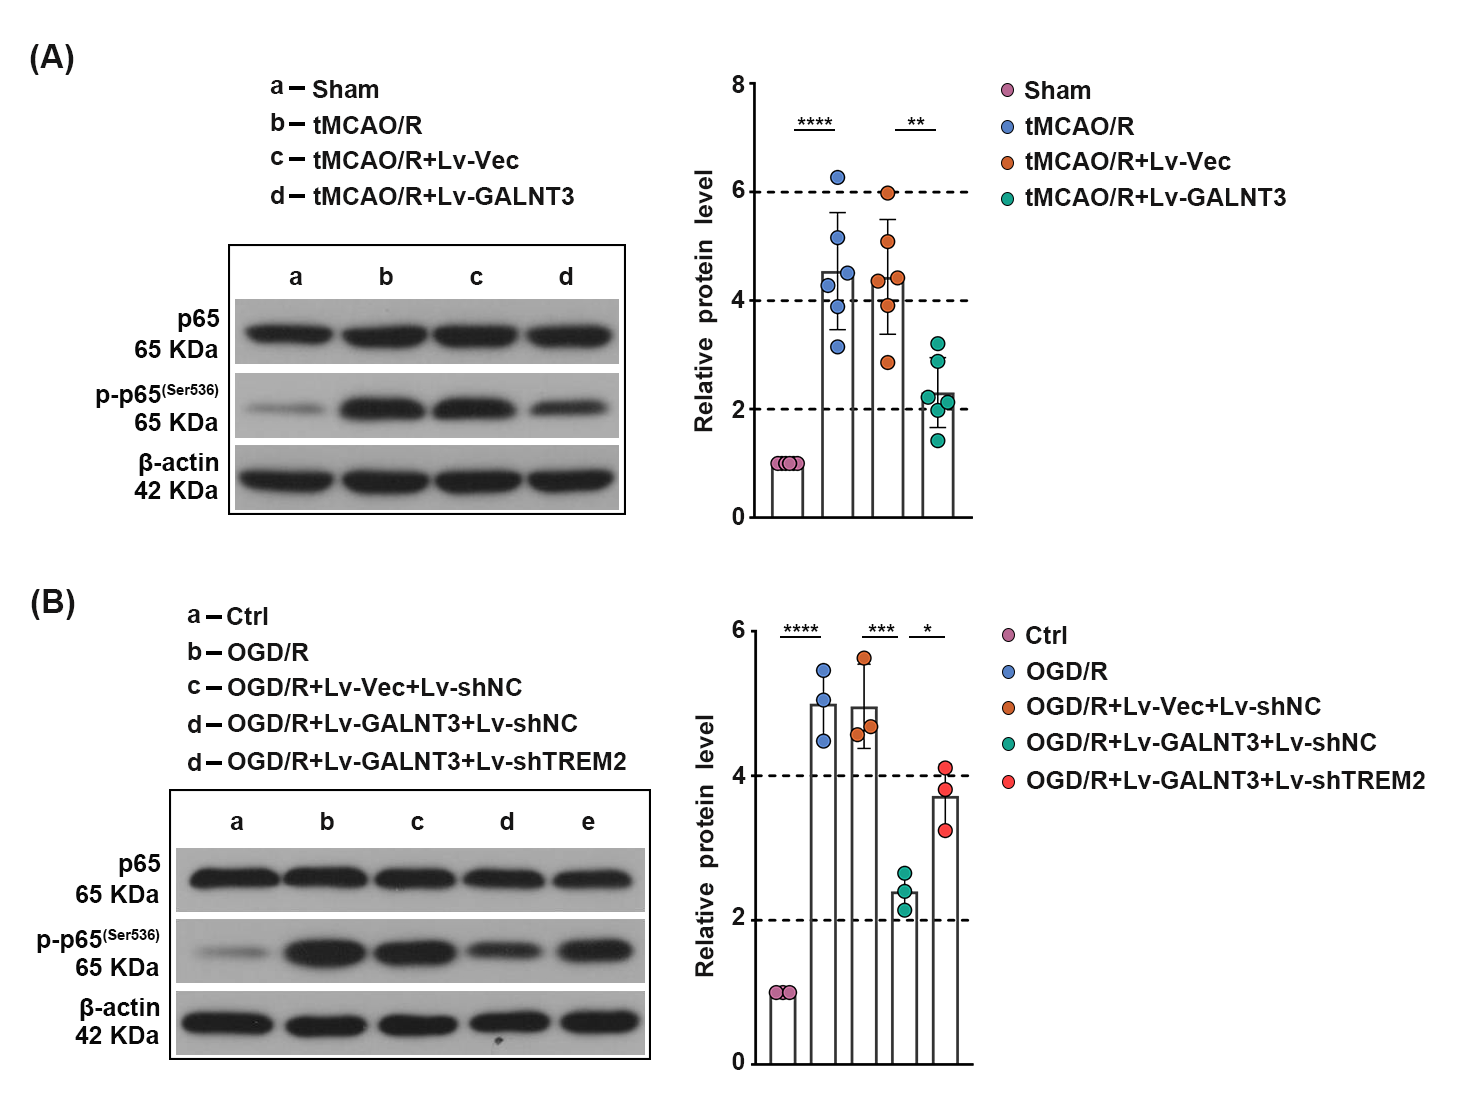

**Fig. S3 GALNT3 inhibits the activation of the NF-κB signaling pathway by regulating the expression of TREM2.** (A) Western blot analysis of NF-κB p65 andp-p65^（Ser536）^in the peri-infarct cortex. (B) Western blot analysis of NF-κB p65 andp-p65（Ser536 in cells of each group. Data are shown as mean ± SD. n=6/3 for animal or cell groups. ^**^*p*<0.01, ^***^*p*<0.001, ^****^*p*<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

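The mRNA of the ischemic penumbra of the ipsilateral cortex was sequenced in 6 Sham and 6 tMCAO/R mice (male C57BL/6J, 8 weeks, 60 min of occlusion, 24 h of reperfusion), with 1 library per mouse. Per the paper and its processing notes, the authors used fastp, whose version is not given, aligned the reads to GRCm39 with HISAT2 2.2.1, quantified them as FPKM with HTSeq 2.0.2 and called differential expression with DESeq2 1.24.0. The deposited table holds FPKM values, 1 column per library, and no counts. The design written before the data were examined allowed for counts or FPKM, and its FPKM branch was used. The annotation release, the strand setting and the filter behind the genes of the table are not stated in the paper's text.

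Genes were matched to GENCODE M39 by their identifiers, which 14315 of them shared. Genes with at least 0.5 FPKM in at least 6 libraries were tested, 11743 in all, and 2574 lay below this minimum. The comparison of tMCAO/R with Sham was made with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 on log2(FPKM + 1), with Benjamini-Hochberg adjustment over the tested genes. DEG thresholds were those of the paper, an adjusted p of 0.01 and a |log2FC| of 2, and a gene is said to rise or fall at an adjusted p of 0.01 with any fold change. Because 1 FPKM is added, a gene with low FPKM in Sham mice cannot reach a log2FC of -2, whereas a rise from a low FPKM can pass 2. The per-mouse ratio of Galnt3 to Galnt6, with 0.1 FPKM added to each, was compared by a two-sided exact permutation test in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

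Within each gene the FPKM step in multiples of the value of 1 fragment, so whole fragments per gene and library were recovered for 14314 genes within a tolerance of 1e-05 fragments. The totals lay between 13057288 and 15808212 fragments per library. For Galnt3 this depth gave 4 to 73 fragments per library, which limits the precision of its values, and intervals of the counting error were not needed because the spread between mice is given. A limma-voom test on these fragments, for genes with at least 10 in at least 6 libraries, was added after seeing the data.

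The 41 gene lists were fixed before the data were examined. They cover the GALNT family, O-GalNAc chain extension, other O-glycosylation, N-glycan assembly, ligands of matrix receptors, cytokine receptors, inflammatory cytokines and chemokines, the inflammasome, NF-kappa B, M1 and M2 markers, TREM2-dependent microglia genes, AP-1 and immediate early genes, antioxidant enzymes, NADPH oxidase, apoptosis, heat shock, interferon response, cytochrome c oxidase, hypoxia and glycolysis, proliferation, sex-linked genes, and markers of brain regions and cell types. The 32 lists with at least 5 tested members were tested with camera (limma) at a preset correlation of 0.01 and an adjusted p of 0.05, and with fry and an estimated correlation as alternatives. Each list was also set beside the 100 tested genes nearest in length to each member, a comparison added after seeing the data. Overlaps with the lower DEGs were tested with a one-sided Fisher's exact test against all tested genes. Gene Ontology and KEGG were not at hand, so the enrichment of Fig. 1C and 1D was not repeated.

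Genes were named by a rule set before the data were examined. It takes the 21 genes named by the paper, whose values in Fig. 1 count as seen, and the 10 DEGs with the largest rise and the 10 with the largest fall among those with no overlap between groups and a mean of at least 1 FPKM. It adds the 5 DEGs with the smallest adjusted p in each direction, every GALNT member, and from each list up to 4 members, the 2 with the smallest p and the 2 with the highest expression. Of the paper's genes, Il6, Tnf and Nos2 were not analysed here. Some genes that the rule takes are not described in the text.

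The tests were checked on simulated data, with fragments drawn around the Sham means and 200 genes changed, 50 per fold. The test on log2(FPKM + 1) called 88%, 96%, 100% and 100% of genes changed by log2 folds of -3, -2, 2 and 3, and named 32%, 2%, 6% and 86% of them DEGs. With limma-voom on fragments, 96%, 100%, 100% and 98% were called, and 96%, 58%, 52% and 98% were named DEGs. Near-identical genes were searched with BLAST 2.17.0 at an identity of at least 95% over at least 50% of the copy. Alternatives covered the pseudocount, the filter, quantile normalization, the thresholds, the replicate number as a block and the omission of each library in turn.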

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

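The tests on hippocampal share, loss of neurons, Y-linked genes, near-identical copies and depth were chosen only after their results were seen, and the tests on other splits and the choroid plexus were chosen before.

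The 30 lower DEGs hold more hippocampal markers than chance gives, in tissue described as cortical penumbra, and the paper does not analyse this. The hippocampus list had a median log2FC of -1.59, the striatum list 1.90 and the cortical layers 0.40. A general loss of neurons is argued against by the median of 0.25 of 20 neuronal genes. A larger share of hippocampus in the Sham dissections may account for this part of the fall, since the list went down while striatum and cortex went up, but a fall of these transcripts within hippocampal cells was not tested. Less choroid plexus in the tMCAO/R dissections cannot be told apart from other causes, because its median of -0.96 lies at the bound of -1 set against it, with a wide spread (mean -1.66), while on fragments, a scale chosen after the data were seen, its median of -2.70 passes the bound of -2 set for it.

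The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, 4 in all, had fragments in every tMCAO/R library and were listed at 0 in every Sham library, although all mice are described as male. Female mice in the Sham group may give this. The X-linked homologues Ddx3x, Eif2s3x, Kdm5c and Kdm6a had a median log2FC of 0.0404, short of the fall that the test set for female mice. The outcome set against female mice was a rise of all 4, which male Sham mice would not give either. The test thus could not count against female mice, and this cause stays open. Loss of the Y-linked reads from the Sham libraries in processing also stays open, since no Sham library has a Y-linked fragment, and 1 gene outside chromosome Y, the gene model Gm6356, chosen after its values were seen, was likewise at 0 in all Sham libraries with a mean of at least 1 FPKM in tMCAO/R, where 3 of 6 libraries read it. Xist was not analysed here. Whether sex differs between the groups cannot be told apart from the comparison itself, because no library of either group breaks the split.

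Among 26 pairs of a single-exon copy and its parent gene, the copy changed more towards tMCAO/R in 19 (two-sided exact binomial test, p = 0.029). Of the copies 8 were called higher and 4 lower, and of the parents 0 and 11. Reads shared between copy and parent may contribute, but the share of 73.1% lies below the 75% set for the test. A strain variant against the reference may also shift reads, and the ratio of copy to parent did not overlap between the groups in 42.3% of the pairs, short of 50%. Neither can be told apart with the reads themselves not analysed here: the copy exceeded its parent by a median of 1.37 in pairs under 100% identity, and the median was -0.08 in the 5 pairs at 100%, which are too few to decide.

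The library of tMCAO/R mouse 4 stood far from the other 5 of its group in 4 measures. It listed 495 genes at 0 (44 to 94 in the others), had 8.69% mitochondrial fragments, a median correlation of 0.908 with its group and an FPKM sum of 185883 (158507 to 167398 in the others). Single mice stood apart for 5 genes named by the paper. Mapk13 was at 0.247 FPKM in Sham mouse 4 (0.0236 to 0.107 in the others), and Rela at 3.45 FPKM in the same mouse (2.55 to 2.82). Naprt was at 1.66 FPKM in Sham mouse 6 (2.43 to 2.81). In tMCAO/R mouse 1, Fos was at 12.9 FPKM (2.70 to 5.56) and Jun at 44.9 FPKM (16.7 to 25.1). Dixon's criterion picked these 9 values in 46 groups of values, where chance gives 2.3.

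For the DEGs themselves, chance can be excluded: of 100 splits of the 12 libraries only the real one gave as many as 59 DEGs, and the highest of the others gave 1. A difference in depth between the groups is argued against by their totals, since 4 of the 6 tMCAO/R totals lie within the range of the Sham totals.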

How the results depend on the processing

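The tests on whole fragments and those that join a smaller pseudocount with no filter were chosen only after the results were seen. The 29 higher and 30 lower DEGs moved by over 1.5 times with the scale and the thresholds. They were 116 and 122 with log2(FPKM + 0.1), 153 and 141 with log2(FPKM + 0.01), 150 and 146, or 261 and 266, when these had no filter, and 332 and 314 at an adjusted p of 0.05 and a |log2FC| of 1. With limma-voom on fragments they were 214 and 257, with median-ratio scaling 229 and 259, and without tMCAO/R mouse 4 226 and 233. Adding 1 FPKM shrinks the fold of genes with low FPKM by construction, and 99 of the 257 lay below the filter. Leaving out 1 library in turn gave 19 (without tMCAO/R mouse 1) to 29 higher and 25 to 33 lower DEGs. Quantile normalization, no filter, a mean of at least 1 FPKM, treat and a replicate block (29 and 30) stayed within 1.5 times, as did the counts with any fold change, which ranged from 1662 to 2545 and from 1587 to 2480 without 1 library. The numbers do not pair the mice: same-numbered pairs had a median correlation of -0.03, and other pairs 0.00.

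Galnt3 kept its direction in every alternative. Its log2FC was -0.50 with no filter (adjusted p = 2.5e-05), -1.65 and -2.27 with 0.1 and 0.01 FPKM added (adjusted p = 1.6e-05 and 4.9e-05 with no filter), -2.33 on fragments (1.1e-04), also with median-ratio scaling (1.0e-04), and -2.35 without tMCAO/R mouse 4 (8.1e-05). Without 1 library it was -0.54 to -0.46, and that of Galnt6 -1.28 to -1.09. Quantile normalization and the minimum mean of 1 FPKM gave no value for Galnt3, which lies below both filters. The difference of the Galnt3 to Galnt6 ratio was 0.77 with 0.5 FPKM added (p = 0.0173, exact permutation test), where it passed 0.05, 0.23 with 0.02 FPKM (p = 0.636), and 0.32 to 0.70 without 1 library. The cause was not tested.

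Camera called 2 lists higher and 6 lower. With an estimated correlation 0 and 0 were called (0 and 1 at an unadjusted p of 0.05), with a mean of at least 1 FPKM 1 and 5 (cortical layers and TREM2-dependent genes lost, adjusted p = 0.0659 each), with fry, which does not compare with other genes, 8 and 8, and without 1 library 2 to 3 and 5 to 7. The TREM2-dependent list was lost without any 1 Sham mouse (adjusted p up to 0.0624). With 5 Sham mice left, the filter drops genes read in Sham alone, by construction. The lower DEGs overlapped 1 list, 3 on fragments (hippocampus, choroid plexus with adjusted p = 2.1e-08, ependyma with 9.3e-04), and 4 at an adjusted p of 0.05 and a log2FC of -1 (hippocampus, choroid plexus, oligodendrocytes, blood). For the other 95 genes named, 981 of 1021 values kept direction and side of the threshold, 23 were weaker, 7 stronger, 10 moved and 0 reversed.

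DESeq2, edgeR and limma-voom were planned for deposited counts only. On the recovered fragments limma-voom is given. DESeq2 and edgeR were tried there once, after the data were seen, and then taken out. Their values are not given and cannot be weighed here.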

Differences from the paper's values

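The test on fragments and the setting that joins log2(FPKM + 0.01) with no filter were chosen only after the values were seen, and the other settings named here before, except where said. The paper's value for Galnt3 is about -2.4 in Fig. 1A, read by eye as a log2 fold change, and the value here is -0.50. The scales are unlike: with 1 FPKM added, even a fall of Galnt3 to 0 from its Sham level stays short of -2.4. The log2 ratio of its mean FPKM, with nothing added and chosen after seeing the values, was -2.32. Of the alternatives set before the data were examined, log2(FPKM + 0.01) fell within the paper's value, at -2.27, and no filter, log2(FPKM + 0.1), at -1.65, the replicate number as a block and leaving out each library did not. The paper's value for Galnt6 is about -2.3 in Fig. 1A, read by eye, and the value here is -1.20. The settings log2(FPKM + 0.1), at -2.18, and log2(FPKM + 0.01), at -2.43, fell within it, and quantile normalization, no filter, a minimum mean of 1 FPKM, the block and leaving out each library did not. With limma-voom on fragments, chosen after seeing the values, the log2FC was -2.33 for Galnt3 and -2.42 for Galnt6, and this setting drops 1 of the paper's drawn genes, Mapk13, as too low. A trial of DESeq2 and edgeR on the same fragments, also chosen after seeing the values, came within the paper's values for both genes, and DESeq2 called Mapk13 as well. Its values were taken out of the results and are not given, although DESeq2 is the tool the paper used, so the trial cannot be checked here.

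The paper calls both GALNT genes DEGs at its thresholds. On log2(FPKM + 1) neither passed the |log2FC| of 2, and the added test on fragments called both. Galnt6 also passed with log2(FPKM + 0.1) and log2(FPKM + 0.01), and Galnt3 only with log2(FPKM + 0.01) joined with no filter, chosen after seeing the values. Of the other genes drawn in Fig. 1E, Il33 was a DEG here, and Ntf3, Sec1, Chst9 and Naprt were not. From their Sham levels Ntf3, Chst9 and Naprt could not be lower DEGs on log2(FPKM + 1). Limma-voom on fragments calls these 4 and Col2a1, and has no test for Mapk13.

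The paper states that Galnt3 fell more than Galnt6. Here the ratio of Galnt3 to Galnt6 was higher in tMCAO/R than in Sham by 0.53 (p = 0.208, two-sided exact permutation test), which does not pass, and the order changed with the setting. Galnt6 fell more with 0.5, 0.1 and 0.02 FPKM added (0.77, 0.53 and 0.23), in the ratio of fragments (0.14) and in limma-voom on all 12 libraries. The log2 ratio of the mean FPKM (-2.32 for Galnt3, different from that of Galnt6 by -0.02) and limma-voom without tMCAO/R mouse 4, both chosen after seeing the values (-2.35 and -2.16 in the latter), gave the paper's order. The trial of DESeq2 and edgeR also gave the paper's order, with nearly equal falls, but its values are not given and it cannot be weighed here. An added constant near the level of Galnt3 understates its fall, and the order is not settled.

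The paper states that its lower genes gather in terms of matrix, cytokine signalling and glycoprotein metabolism. Among the fixed lists that stand near these terms none overlapped the lower DEGs beyond chance, and cytokine receptors came nearest on fragments (adjusted p = 0.0604). Gene Ontology and KEGG themselves were not used.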

Other observations

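The tests on neurons and on oligodendrocytes in the last paragraph were chosen before their results were seen. The count over ribosomal protein genes and the comparison with genes of like length were chosen only after. Some genes of stress rose in tMCAO/R mice, and none of the 3 stress lists passed the test as a set. Of 16 heat shock genes 7 rose and 1 fell, also when adjusted over the list alone (camera, adjusted p = 0.0574). Hsp90aa1, a cytosolic chaperone, rose from 115 ± 9.94 to 213 ± 77.3 FPKM (SD, n = 6 mice each), Hspa4 had a log2FC of 0.70 and Cryab, a small heat shock protein of glia, -1.03. Of 16 apoptosis genes 7 rose and 1 fell (8 and 1 adjusted over the list alone; adjusted p = 0.0649), with Pmaip1, a p53 target, at 0.79 and Mcl1 at 0.53. Of 18 genes of hypoxia and glycolysis 5 rose and 1 fell, also over the list alone (adjusted p = 0.16). The glucose transporter genes Slc2a1 and Slc2a3 had a log2FC of 1.49 and 1.05, and the glycolytic gene Eno1 -1.15. Of 78 tested ribosomal protein genes 71 fell and 0 rose, 6 were lower DEGs, and the 72 that were not had a median log2FC of -0.85. The FPKM sum of a library, which grows with the share of fragments in short genes, was 197125 ± 12831 in Sham mice and 165816 ± 10346 in tMCAO/R mice (SD, n = 6 each). The median log2FC was -0.30 in the shortest 10% of the tested genes and 0.16 in the longest 10%. The ribosomal protein genes had a median log2FC of -0.87, the 100 genes nearest to each in length one of -0.11, and 77 of the 78 lay below these neighbours. Whether the trend with length is technical was not tested.

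Microglial and inflammatory genes tied to the paper's later sections did not all move one way. Trem2 fell from 3.76 ± 0.551 to 1.50 ± 0.81 FPKM (log2FC -1.01, adjusted p = 0.0019), with 0.0205 FPKM in tMCAO/R mouse 4. On fragments Trem2 was called only with that library left out, and no fit on log2(FPKM + 1) without it is given for Trem2. With all libraries the adjusted p was 0.0239 on fragments and 0.0231 and 0.055 with 0.1 and 0.01 FPKM added, which do not pass 0.01. The log2FC in these settings was larger, at -2.04, -1.70 and -2.05, with standard errors of 0.69, 0.57 and 0.84 against 0.22. On fragments without this mouse the adjusted p was 3.9e-05 (log2FC -1.08). Aif1, the gene of IBA1, fell by 0.66 on the log2 scale. Of 16 TREM2-dependent genes 9 fell and 1 rose, also over the list alone (camera, adjusted p = 0.0272; adjusted p = 0.661 with an estimated correlation and 0.0659 with a minimum mean of 1 FPKM), among them Apoe at -1.25, which lost its call with quantile normalization, and Gpnmb at -0.63. Of 4 tested M1 markers none was called, and of 4 M2 markers 1 rose. Fcgr3 (log2FC 0.28), Fos (0.55), Jun (-0.54), Rela (-0.03) and Tnfrsf1a (0.56) did not pass, with an adjusted p of 0.343, 0.248, 0.0298, 0.832 and 0.0139. Il1b and Fcgr2b lay below the minimum.

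Other lists moved in both directions or little. Of 20 neuronal genes 7 rose, among them Gad2 (log2FC 1.63), and 4 fell, among them Sst (-0.82; adjusted p of the set = 0.18). Of 16 endothelial genes 4 rose, with Cdh5 at 1.62, and 6 fell, with Cldn5 at -1.05 (0.763). Mural cell genes rose in 2 of 8 cases and fell in 2 (0.763), and homeostatic astrocyte genes in 3 and 1 of 15 (0.384). Reactive astrocyte genes rose in 2 and fell in 2 of 11 cases (0.763), with Gfap at -1.49 and Lcn2 at 2.37. On fragments 4 of 18 reactive astrocyte genes rose and 2 fell. Oligodendrocyte precursor genes rose in 5 and fell in 2 of 12 cases (0.534), thalamic genes in 3 and 0 of 8 (0.176), and genes of meninges and fibroblasts in 3 and 1 of 18 (0.2). Antioxidant enzymes rose in 4 and fell in 5 of 22 cases (0.483), AP-1 and immediate early genes in 0 and 2 of 15 (0.319), interferon response genes in 1 and 1 of 10 (0.811), and neutrophil genes in 0 and 2 of 6 (0.291). With fewer than 5 tested members, 1 of 1 inflammasome gene, 1 of 3 NADPH oxidase genes, 1 of 3 monocyte genes and 1 of 4 proliferation genes fell, 2 of 2 sex-linked genes rose, and 0 lymphocyte genes were tested. Adjusted over the list alone, these counts differed for neurons (8 rose), endothelium (5 rose), meninges and fibroblasts (2 rose), antioxidant enzymes (6 fell) and immediate early genes (1 fell).

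Cell make-up was weighed for both GALNT genes. Fewer oligodendrocytes or less white matter in the tMCAO/R samples may account for part of the fall of Galnt6: the oligodendrocyte list had a median log2FC of -1.12 beside -1.20 for Galnt6 on log2(FPKM + 1), which shrinks the fall of Galnt6, and -1.39 beside -2.42 on fragments, and this is a hypothesis from the same libraries. A general loss of neurons is argued against for Galnt3, since the median of the neuronal list was 0.25. That list cannot speak to the loss of a single neuronal population. The hippocampus list had a median log2FC of -1.59, and of -3.43 on fragments, and a smaller share of hippocampus was not tested for Galnt3. Less choroid plexus, ependyma or meninges cannot be told apart for Galnt3, because their medians were -0.96, -0.41 and 0.28 beside -0.50 on log2(FPKM + 1), and -2.70, -1.34 and 0.54 beside -2.33 on fragments. On either scale the medians of choroid plexus and ependyma lay below 0 and that of meninges above. Among Sham mice Ttr varied 60.1-fold and Galnt3 2.08-fold.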
